# Transcription Factor Antagonism Controls Enteroendocrine Cell Specification from Intestinal Stem Cells

**DOI:** 10.1038/s41598-017-01138-z

**Published:** 2017-04-20

**Authors:** Yumei Li, Zhimin Pang, Huanwei Huang, Chenhui Wang, Tao Cai, Rongwen Xi

## Abstract

The balanced maintenance and differentiation of local stem cells is required for Homeostatic renewal of tissues. In the *Drosophila* midgut, the transcription factor Escargot (Esg) maintains undifferentiated states in intestinal stem cells, whereas the transcription factors Scute (Sc) and Prospero (Pros) promote enteroendocrine cell specification. However, the mechanism through which Esg and Sc/Pros coordinately regulate stem cell differentiation is unknown. Here, by combining chromatin immunoprecipitation analysis with genetic studies, we show that both Esg and Sc bind to a common promoter region of *pros*. Moreover, antagonistic activity between Esg and Sc controls the expression status of Pros in stem cells, thereby, specifying whether stem cells remain undifferentiated or commit to enteroendocrine cell differentiation. Our study therefore reveals transcription factor antagonism between Esg and Sc as a novel mechanism that underlies fate specification from intestinal stem cells in *Drosophila*.

## Introduction

In *Drosophila*, intestinal epithelial homeostasis is maintained by intestinal stem cells (ISCs)^1, 2^. Typically, each ISC divides once, producing one self-renewal cell and one transient progenitor enteroblast (EB) cell. The EB cell then differentiates further into either a mature secretory enteroendocrine (ee) cell or an absorptive enterocyte (EC) cell. Approximately 10–20% of EB cells differentiate into ee cells and 80–90% of EB cells differentiate into EC cells^3^. However the mechanism that controls the differentiation ratio between EC and ee cells remains unknown. It has been reported that the Notch signaling pathway is the main regulator of this cell fate choice. Notch activation promotes EC cell specification, while Notch inactivation induces ee cell specification^1, 2^. Ee cell specification is regulated by proneural genes - *AS/C* genes (*achaete*, *scute*, *lethal of scute*, and *asense*)^4^. The loss of *AS/C* genes inhibits ee cell specification, and overexpression of either Scute (Sc) or Asense (Ase) in ISCs promotes ee cell specification^4^. The protein Slit which is secreted by ee cells can activate Robo receptors that are expressed in ISCs to inhibit ee cell specification, thereby forming a negative feedback mechanism^5^. Recently, Tramtrack (Ttk69), a BTB domain-containing transcriptional repressor, has been reported to regulate ee cell specification^6^. The loss of Ttk69 leads to de-repression of Sc and Ase expression, which subsequently induces the expression of Prospero (Pros), a transcriptional factor that promotes ee cell specification^5–7^.

The transcription factor Escargot (Esg), a homologue of mammalian Slug, encodes a zinc finger motif present in genes of the Snail family of transcription factors^8^. Previous studies in *Drosophila* showed that Esg maintains the diploidy of imaginal cells^9^, regulates cell adhesion and motility in trachea^10^, and acts as a Seizure repressor in a *Drosophila* epilepsy model^11^. Esg can directly interact with Daughterless (Da), thereby preventing Da protein degradation and thus promoting neuronal differentiation^12^. Moreover, studies in the *Drosophila* midgut have established that Esg regulates the maintenance of ISC stemness, controls EC cell specification via repressing the expression of the transcription factor Pdm1, a POU/homeodomain transcription factor, and acts as a regulator of ee cell specification in EB cells by regulating the expression of Amun, a downstream negative regulator of Notch signaling^13, 14^.

The *Drosophila* AS/C-complex, which is composed of four class II HLH proteins, act as transcriptional activators by forming heterodimers with the E-protein Daughterless (Da), a class I HLH protein. AS/C-complex promotes the formation of sensory organs in embryonic and adult peripheral neural systems, and also induces neuroblast formation in the central neural system^15^. The regulation of the *AS/C* genes is complex: they can be induced by the GATA factor Pannier, and can be repressed by the class VI HLH protein Enhancer-of-split (E(spl)) and the class V HLH protein Extramacrochaetae (Emc) during the development of dorsal-central mechanosensory bristles, neurons, and sensory organs^16–19^. Interestingly, an *in vitro* study of cultured S2 cells showed that Sc/Da heterodimer activity can be antagonized by Esg which can bind to the same HLH-family E2 box consensus- binding sequence^9^. However, it is as yet unclear whether this antagonism influences *in vivo* physiology.

Given the similar but opposite roles of Esg and Scute in regulating ee cell specification in the *Drosophila* midgut, we investigated whether Esg and Scute can antagonize each other to regulate ee cell specification. Our genetic results demonstrate that Esg can antagonize Sc activity and thus directly control the expression of Pros which in turn controls ee cell specification.

## Results

### Transiently knocking down *esg* in ISCs promotes ee cell specification

To investigate the mechanism through which Esg affects ee cell specification, *UAS-GFP* and *UAS-esg-RNAi* were specifically expressed in ISCs via use of *Dl-Gal4* driver^20^. Because Esg is essential for ISC maintenance, we performed a short-term knockdown experiment and examined the midguts at 3 days after inducing *esg-RNAi* expression, when most ISCs were still maintained. We found small clusters of 3–4 cells that frequently contained Pros^+^ cells (Fig. 1a). Pros status was used to judge ee cell identity. This type of clusters was not frequent in wild-type midgut, in which Pros^+^ cells were dispersed randomly and were fewer in numbers (Fig. 1b). Similar results were obtained with three separate *esg-RNAi* transgenic lines that targeted divergent regions of *esg* (Fig. 1d). These data suggest that knockdown of *esg* promoted ee cell specification. Intriguingly, we also observed that some of the Pros^+^ cells exhibited weak GFP expression (Fig. 1a and c). Similar results were obtained with other two independent *esg*-*RNAi* lines (Fig. 1e). Given that GFP expression is only expected to occur in ISCs in wild-type midgut, our observation of Pros^+^ GFP^+^ cells in *esg* knockdown midgut implies that ee cells are newly generated and still retain some GFP product from mother ISCs. These observations indicate that *esg* knockdown causes ISCs to immediately produce ee cells.

**Figure 1:**
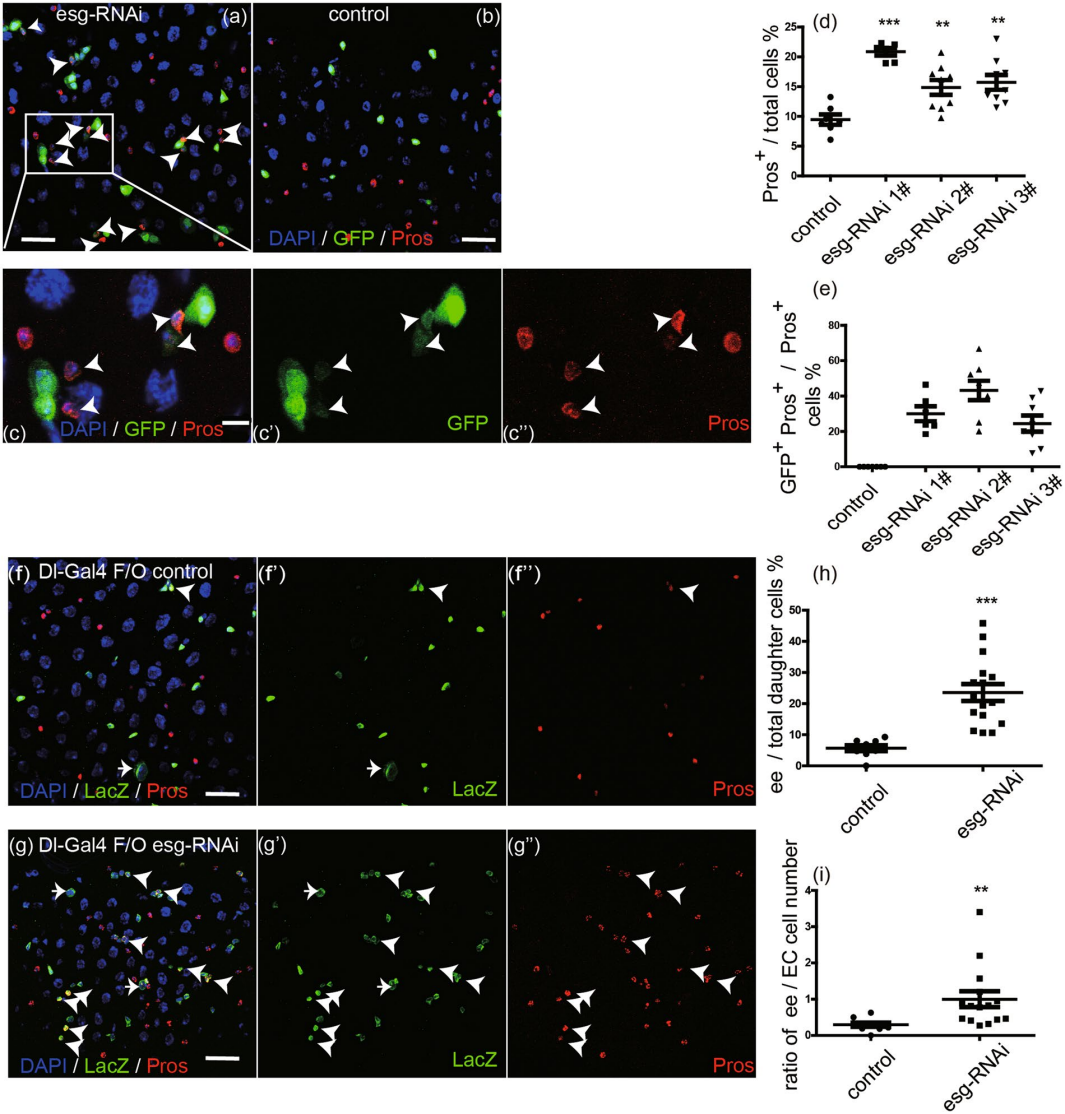
Transiently knocking down *esg* in ISCs promotes ee cell specification. (**a**,**b**) *Esg* knockdown in ISCs induced excess ee cells. Representative images from midguts expressing *UAS-esg-RNAi* or expressing *UAS-GFP* alone (control) 3 days at 29 °C via the *Dl-Gal4* driver. Control image has no GFP^+^ Pros^+^ cells. *Esg-RNAi* image contains more Pros^+^ cells and GFP^+^ Pros^+^ cells (white arrowhead). Samples were stained with DAPI (blue), GFP (green), and Pros (red). Scale bars 20 μm. (**c**) Enlargement of the area outlined in (**a**). Scale bar 5 μm. (**d**) Quantification of Pros^+^ cells in images from control and three independent *esg-RNAi* lines. Each data point is a proportion calculated from an image. (Students’ t test, ***(p < 0.0001), **(p = 0.0046 for 2#, p = 0.0017 for 3#)). (**e**) Quantification of GFP^+^ Pros^+^/Pros^+^ cells in images (**a**,**b**) and another two independent *esg-RNAi* lines. (**f**,**g**) *Esg* knockdown promotes ee cell fate choice. *Dl-Gal4* drives the expression of *UAS-flp* to excise stop codon from the Act < stop < *LacZ* cassette, so the ISC daughter cells show the expression of LacZ. The white arrows point to polyploid EC cells, while the white arrowheads point to Pros^+^ ee cells. Scale bar 20 μm. (**h**) Quantification of Pros^+^ ee/total LacZ^+^ daughter cells in (**f**,**g**). Students’ t test, ***(p < 0.0001). (**i**) Quantification of the ratio of ee/EC daughter cell number in (**f**,**g**). Students’ t test with Welch’s correction, **(p = 0.0067).

There were no differences in ISC proliferation as directed by Phosphate Histone 3 (PH3, a marker of mitosis) between wild-type midgut and *esg* knockdown midgut, showing that short-term *esg* knockdown did not increase or decrease ISC division (Fig. S1a).

At 7 days after induction of *esg* knockdown, we observed the loss of ISCs (Fig. S1b), a finding consistent with previous reports^13, 14^. Therefore, *esg* knockdown causes ISCs to transiently produce ee cells before ISCs are exhausted.

Next, we used the *Dl-Gal4* lineage system to trace ISC daughter cells to further evaluate the differentiation of ISCs into ee cells. In this system, *UAS-flp* expression was driven by *Dl-Gal4* to excise the stop codons in the *act* < *stop* < *LacZ* cassette to induce LacZ expression. All the daughter cells were thus marked by LacZ expression. In the wild type, the daughter cells differentiated into ee cells and EC cells, or maintained in progenitor cells (Fig. 1f). ISCs with *esg* knockdown had more ee daughter cells (Fig. 1g). Based on our quantification of the ee and EC cell number in all of the daughter cells, we could see that the lineage differentiation into ee cells was obviously increased in *esg* knockdown midgut and also found that the ratio between the ee and EC daughter cells was also increased (Fig. 1h and i). These results are consistent with the previous observations that the knockdown of *esg* in ISCs increases the extent of ee cell specification.

### Knocking down *esg* in EBs does not affect ee cell specification

To further investigate the function of Esg in progenitor EB cells, *esg* knockdown and GFP expression were specifically driven in EB cells via the *Su*(*H*)*GBE-Gal4* driver^20^. Compared to the wile type, transient knockdown of *esg* caused reduction in the number of GFP^+^ EB cells, and the remaining GFP^+^ EB cells showed polyploidy (Fig. 2a and b). The quantification of the distribution of GFP^+^ EB cells in three independent *esg*-*RNAi* lines showed an obvious decrease in the number of EB cells (Fig. 2c). Consistent with the previous report by Korzelius *et al*.^13^, these results suggest that *esg* knockdown in EB cells causes EB cells to rapidly differentiate into EC cells.

**Figure 2:**
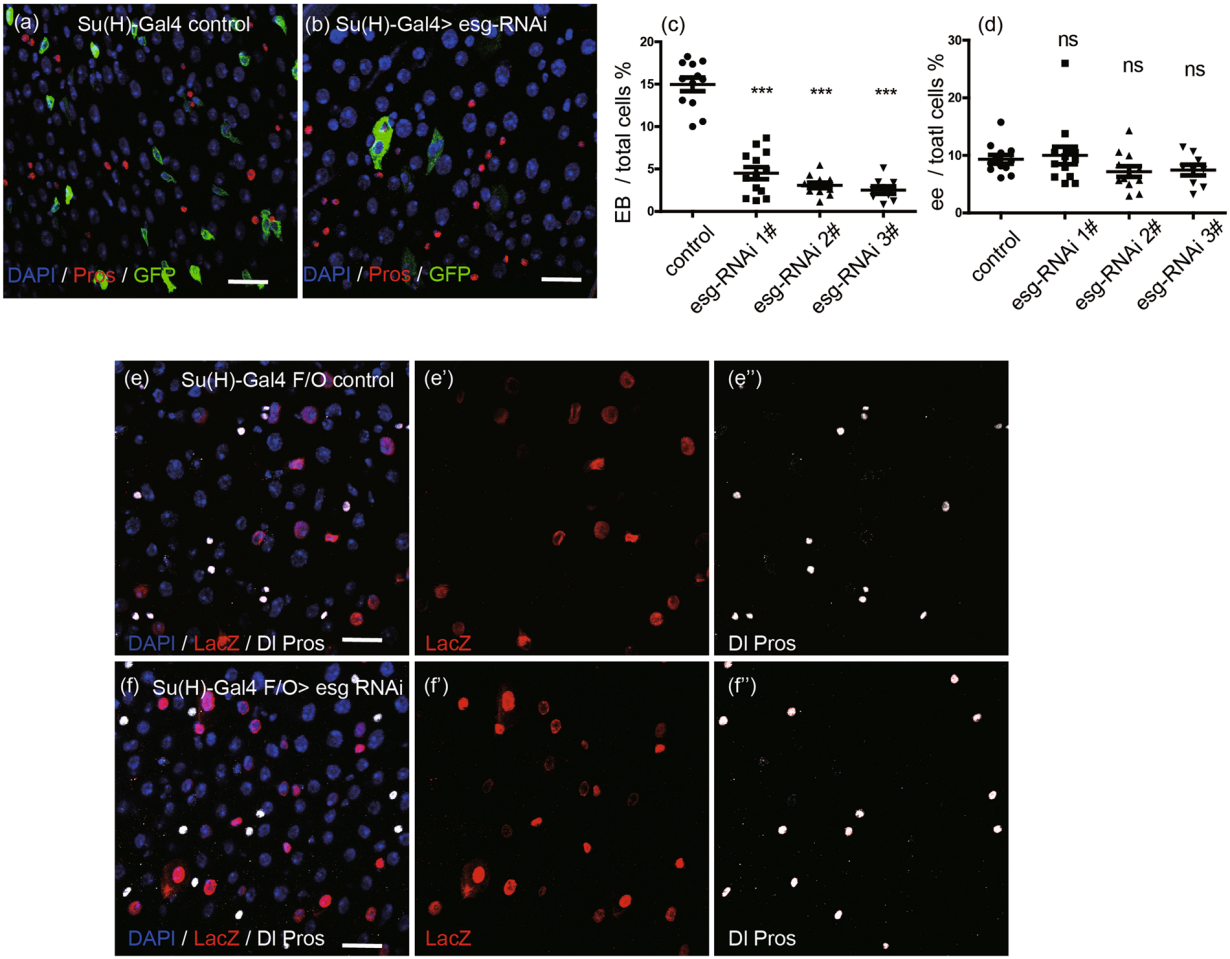
Knocking down *esg* in EBs does not affect ee cell specification. (**a**,**b**) EB cells decrease in *esg-RNAi* image. *UAS-GFP* alone (control) and *UAS-esg-RNAi* were driven by *Su* (*H*)*GBE-Gal4* in EBs at 29 °C, and samples were stained with DAPI (blue), GFP (green), and Pros (red). Scale bars 20 μm. (**c**) Quantification of EB cells in images from control (**a**) and three independent *esg-RNAi* lines. Students’ t test, ***(p < 0.0001). (**d**) Quantification of ee cell number in images from control (a) and three independent *esg-RNAi* lines. (Students’ t test, ns = no significance, 1# (p = 0.7011), 2# (p = 0.0895), 3# (p = 0.1324). (**e**,**f**) Ee cells cannot be traced from EB cells. *Su* (*H*)*-Gal4* drives *UAS-flp* expression to excise the stop codon in the *Act* < *stop* < *LacZ* cassette, inducing LacZ expression in EB lineage cells. Samples were stained with DAPI (blue), LacZ (red), Dl (white circle), and Pros (white nuclei). Scale bars 20 μm.

Knockdown of *esg* did not obviously affect the population of ee cells, as compared with the wild type as assessed by monitoring Pros expression (Fig. 2a and b). The quantification of the ee cell number in the three independent *esg-RNAi* lines showed no significant differences compared to the wild type (Fig. 2d). We also used the *Su*(*H*)*GBE-Gal4* lineage tracing system, as with our *Dl-Gal4* lineage system experiments introduced above, to trace EB cell fate. In the wild type, all EB cells differentiated into EC cells (Fig. 2e), which was consistent with the results reported by Zeng & Hou, 2015^7^. All of the *esg* knockdown EB cells also differentiated into EC cells (Fig. 2f). These results suggest that *esg* knockdown in EB cells does not affect ee cell specification. The results of our *esg* knockdown and cell-lineage-tracing experiments led us to conclude that *esg* knockdown in EB cells does not alter EB cell fate but rather accelerates the differentiation of EB cells into EC cells.

### Esg and Sc acts in parallel to regulate ee cell specification

In *Drosophila* midgut, the transcription factor Scute (Sc) is specifically expressed in cells with small nuclei, including ISC, EB, and ee cells, and it is known to be required for ee cell specification^4^. Loss of Sc causes deficiency of ee cell differentiation^21^, and ectopic expression of Sc increases ee cell specification^4, 7^.

Owing to the opposite effects of Esg and Sc in ee cell specification, we examined the genetic relationships between Esg and Sc. *Esg* knockdown was induced for 3 days in ISC cells, which resulted in increased accumulation of ee cells (Fig. 3a,b, quantification in 3d). Simultaneous knockdown of *sc* and *esg* rescued the accumulation of ee cells that was observed in the *esg* knockdown midgut (Fig. 3c, quantification in 3d). Moreover, knockdown of another AS/C complex member, *ase*, also rescued the accumulation of ee cells that was observed in *esg* knockdown midgut (Fig. S2a, quantification in S2b). These results suggest that Sc/Ase acts in parallel or acts downstream of Esg in the regulation of ee cell specification.

**Figure 3:**
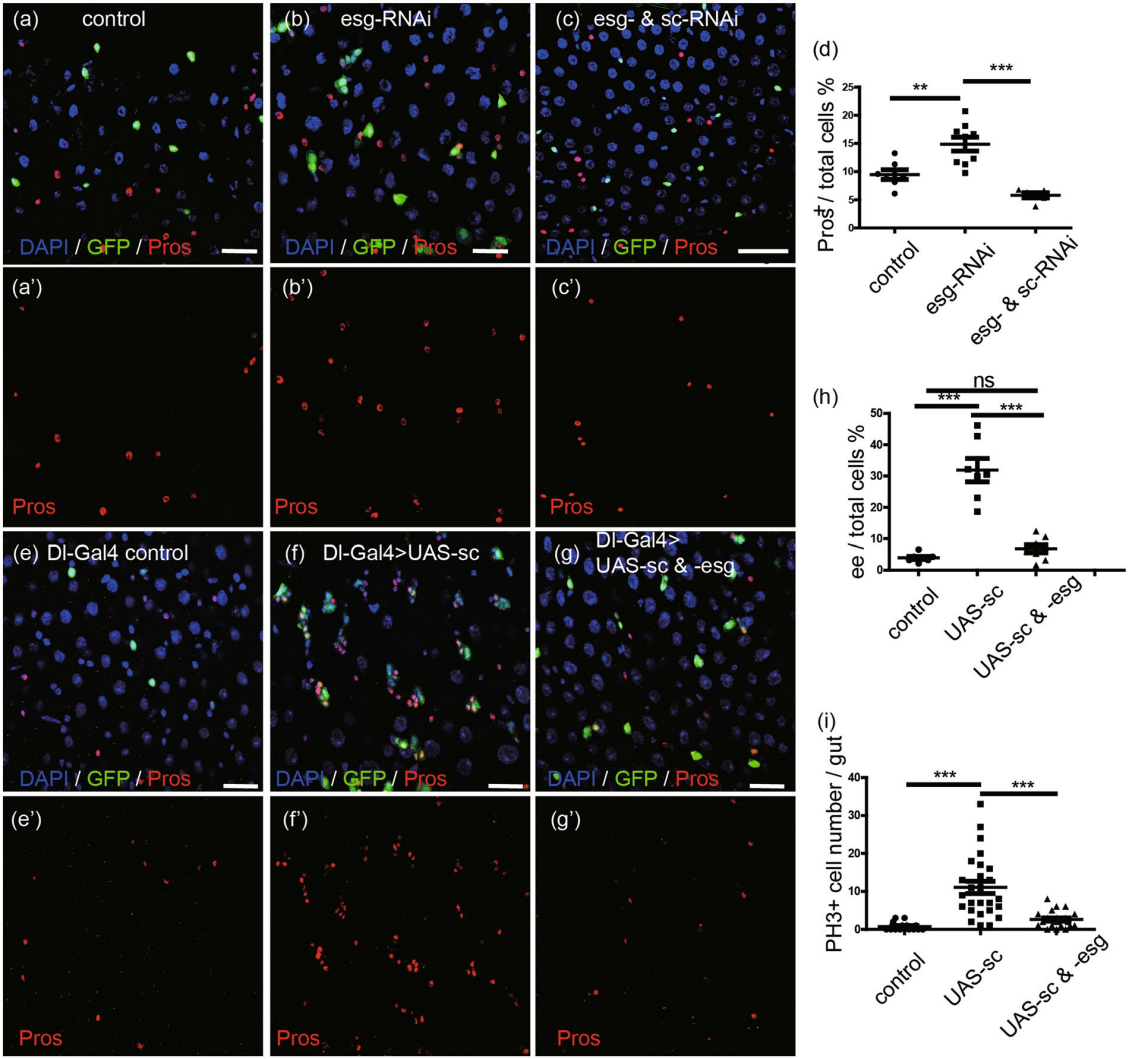
Esg and Sc acts in parallel to regulate ee cell specification. (**a**–**c**) Knocking down *sc* rescues the increase of ee cell number caused by *esg* knockdown. *Dl-Gal4* drives expression of GFP alone (control), *esg-RNAi*, and *esg- & sc-RNAi* at 29 °C for 3 days. Samples were stained with DAPI (blue), GFP (green), and Pros (red). Scale bars 20 μm. (**d**) Quantification of ee cells in images from control (**a**), *esg-RNAi* lines (**b**), and *esg- & sc-RNAi* lines (**c**). Students’ t test, **(p = 0.0046), ***(p < 0.0001). (**e**–**g**) Esg overexpression rescues the clustered ee cell phenotype caused by Sc overexpression. *UAS-GFP* alone (control), *UAS-sc*, and *UAS-sc & -esg* were driven by *Dl-Gal4* at 29 °C for 2 days. Samples were stained with DAPI (blue), GFP (green), and Pros (red). Scale bars 20 μm. (**h**) Quantification of ee cells in images (**e**,**f**,**g**). Students’ t test, ***(p < 0.0001), ns (no significance, p = 0.0711). (**i**) Quantification of PH3^+^ cell number in whole midguts. Students’ t test, ***(p < 0.0001).

Sc overexpression alone was sufficient to induce ee cell specification and to produce ee cell clusters (Fig. 3e,f, quantification in 3h), consistent with previous reports^4^. Overexpression of Esg and Sc together rescued the clustered ee cell phenotype observed with Sc overexpression alone to the random ee cell distribution phenotype in the wild type (Fig. 3g, quantification in 3h). Similar results were observed in the co-overexpression of Sc and Esg clones induced via the *Flp-Out* system (Fig. S2c). We verified that overexpression of Esg could rescue the increased ee cell specification caused by ectopic expression of Sc. Similarly, Esg overexpression could also rescue the ee cell accumulation caused by overexpression of Ase (Fig. S2d,e, quantification in S2f).

PH3 staining revealed that, compared to the wild type, overexpression of Sc induced ISC proliferation, and this effect could be inhibited by overexpression of Esg (Fig. 3i). Those observations indicate that Sc does not simply act downstream of Esg, or vice versa. Instead, Esg and Sc appear to function antagonistically to regulate ee cell specification.

### The repressive effect on Pros by Esg can be antagonized by Sc

The transcription factor Pros is both an ee specific marker and an ee cell fate determination factor. To investigate whether Esg can regulate Pros and thereby alter ee cell specification, we conducted genetics experiments to explore possible regulatory interactions between Esg and Pros. Most Pros overexpression clones induced via *Flp-Out* system contained only one ee cell (Fig. 4a), similar to previous observations^6^. This effect could not be rescued by Esg overexpression (Fig. 4b). However, the increase in ee cell number induced by *esg-RNAi* could be rescued by *pros-RNAi* (Fig. 4c–e, and quantification in 4f). Taken together, these results suggest that Esg acts upstream of Pros to regulate ee cell specification.

**Figure 4:**
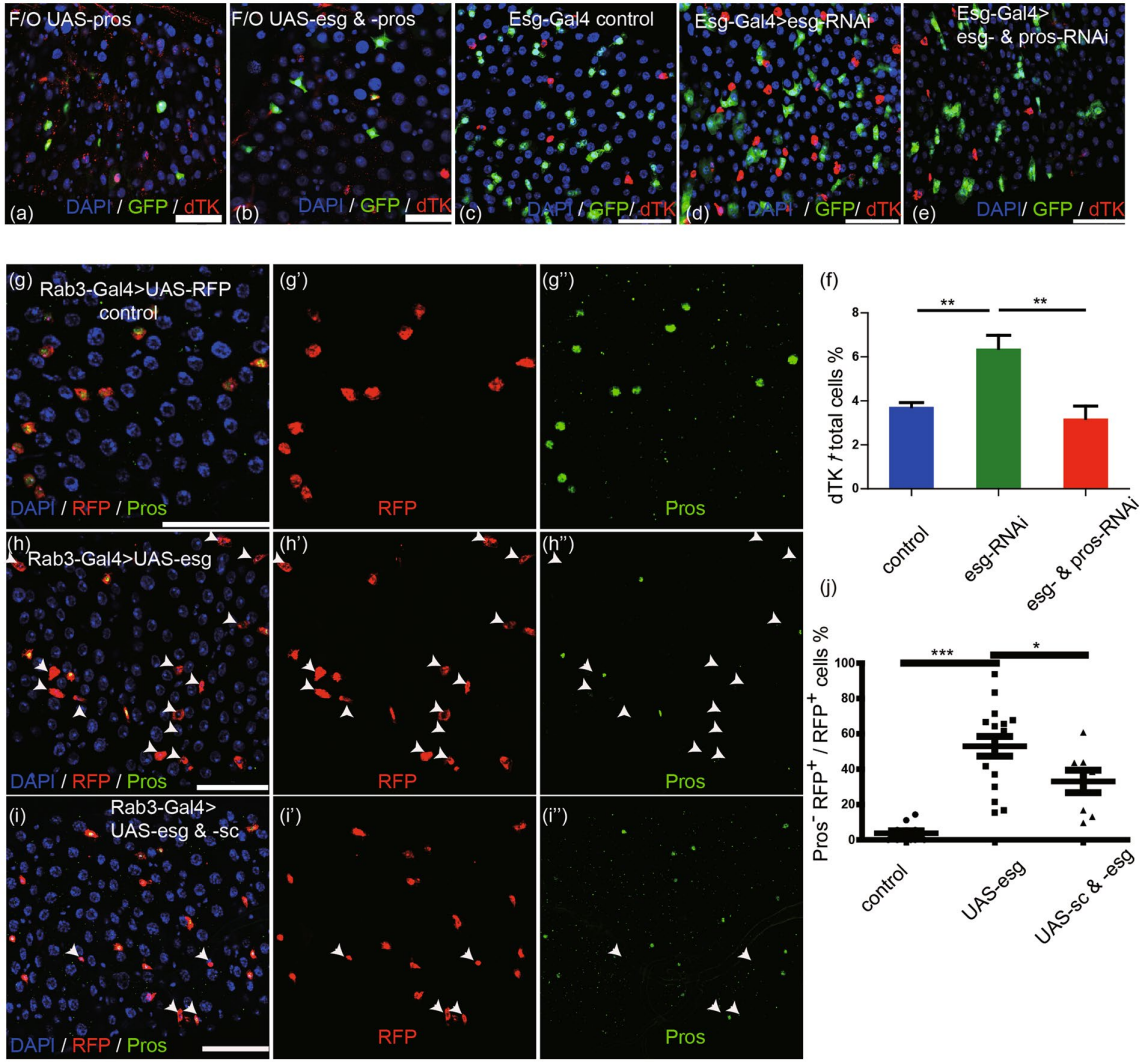
Esg and Sc antagonize to regulate Pros expression. (**a**,**b**) Esg overexpression cannot rescue ISC loss and ee cell specification caused by Pros overexpression. Clones in *UAS-pros* and *UAS-esg & -pros* lines were induced by *Flp-Out* (*F/O*) system, and samples were stained with DAPI (blue) and dTK (red). Scale bars 20 μm. (**c**–**e**) Knocking down *pros* rescues the increase of ee cell number caused by *esg* knockdown. *Esg-Gal4* drives *UAS-GFP* alone (control), *esg-RNAi*, and *esg- & pros-RNAi* at 29 °C for 5 days and samples were stained with DAPI (blue) and dTK (red). Scale bars 50 μm. (**f**) Quantification of dTK^+^ cells in images (**c**,**d**, and **e**). (control, n = 3; *esg-RNAi*, n = 7; *esg-* & *pros-RNAi*, n = 4. Students’ t test with Welch’s correction, **(left, p = 0.0042), **(right, p = 0.0049)). (**g**–**i**) Sc overexpression partially rescues Pros expression that repressed by Esg overexpression. *Rab3-Gal4* drives the expression of *UAS-RFP* alone (control), *UAS-esg*, and *UAS-esg & -sc*. Samples were stained with DAPI (blue) and Pros (green). The white arrowheads point to RFP^+^ Pros^−^ cells. (**j**) Quantification of RFP^+^ Pros^−^/RFP^+^ cells in images (**g**,**h**,**i**). Students’ t test, ***(p < 0.0001), *(p = 0.0417).

Next, we examined whether Esg can regulate Pros expression. Both RFP expression and Esg overexpression were specifically induced in ee cells via the *Rab3-Gal4* driver. Overexpression of Esg resulted in RFP^+^ ee cells that showed reduced or complete loss of Pros expression (Fig. 4h, white arrowheads); this was not observed in wild type, in which Pros expression invariably colocalized with RFP (Fig. 4g). Co-overexpression of Sc and Esg was able to partially rescue this loss of Pros expression phenotype (Fig. 4i). Similar results were obtained via quantification of Pros^−^ RFP^+^/all RFP^+^ cells (Fig. 4j). These results indicate that Sc can antagonize the inhibition activity of Esg on Pros expression. Esg overexpression could not inhibit Pros expression in all of the ee cells. This may be due to variance in *Rab3-Gal4* expression levels in different ee cells. It must also be noted that Sc overexpression could not rescue Pros expression back to the wild type level, possibly because Sc mainly functions as a component of Sc/Da heterodimers^9, 22^, or may relate to the potentially competitive interactions between Esg and Sc in regulating Pros expression.

### Esg and Sc bind to a common promoter region of *pros*

It has been reported that both Esg and Sc can antagonize to bind to E2 box *in vitro* ^9^, however this has not been confirmed *in vivo*. We performed ChIP-seq of Esg and Sc in *Drosophila* adult midguts to investigate this phenomenon. 

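For each factor, a transgene with an HA tag was expressed under esg-Gal4 in the progenitor cells (ISCs and EBs) of the adult midgut, and the flies were held at 29 °C for 3 days for Sc and for 7 days for Esg. In ChIP-seq, DNA bound by the tagged protein is pulled down with an antibody to the tag and sequenced, and the input is the same chromatin sequenced without the pull-down. There was 1 ChIP library and 1 input library per factor, so none of the values has a replicate check. The Sc ChIP library had 5022119 mapped tags, of which 4198895 remained after duplicates were removed, and its input had 4824736 tags, of which 4573302 remained. The Esg ChIP library was smaller, with 3273740 tags and 2816080 after filtering, and its input had 4386257 tags and 4278453 after filtering. The authors called peaks separately for each factor against its own input, and deposited for each peak its position, its number of ChIP tags, its fold enrichment over input, a score (10 times −log10 of the p-value) and an FDR. The Sc list held 14347 peaks and the Esg list held 2765 peaks. The Sc peaks covered 18160967 bp and held 43.8% of the filtered Sc ChIP tags (95% Wilson interval 43.7% to 43.8%), a mean of 101.2 tags per kb. The Esg peaks covered 3175845 bp and held 7.48% of the filtered Esg ChIP tags (7.45% to 7.51%), a mean of 66.3 tags per kb. These intervals cover counting error only. The tags per kb are not adjusted for depth, and the Sc ChIP library had 1.49 times as many filtered tags as the Esg ChIP library. The alternative that moved the number of Sc peaks most kept those with a fold enrichment of at least 5 and left 2677, and the one that moved the number of Esg peaks most kept those with a score of at least 100 and left 646. The factors also differed in the days at 29 °C and were processed in separate runs, which cannot be told apart from the factor in a comparison of the lists. Each list was taken as deposited, and the peaks were placed on the genes of the BDGP6 annotation (Ensembl release 115).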

We found that Esg had binding peaks at promoters of *amun* and *nub* (see Methods for details), which were reported to be targets of Esg in midgut^13, 14^. This result indicates that ChIP-seq data is reliable. 

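The amun gene (Amun, FBgn0030328) lies on chromosome X of BDGP6 from 11710120 to 11715565, on the minus strand. A promoter was taken as the stretch from 1000 bp upstream to 100 bp downstream of a transcript start. The Esg list had 1 peak at the amun promoter, from 11714359 to 11715362, and it reached the promoters of 11 of the 12 annotated transcripts. Its summit at 11714719 was 186 bp from the start of Amun-RC at 11714905. On this transcript, 431 bp of the peak lay in the 5′UTR of exon 1, 116 bp in the intron behind it and 457 bp upstream of its start. The peak held 58 ChIP tags, with a fold enrichment of 3.56, a score of 52.8 and an FDR of 1.78%. The nub gene (FBgn0085424) lies on chromosome 2L from 12587625 to 12628135, on the plus strand. The Esg list had 1 peak at its promoter, from 12587056 to 12587979, with the summit at 12587483, which was 142 bp from the start of nub-RB. Of this peak, 569 bp lay upstream of nub-RB and 355 bp in the 5′UTR of its exon 1. It held 57 ChIP tags, with a fold enrichment of 5.17, a score of 60.5 and an FDR of 2.09%. The Sc list had no peak at either promoter, and its nearest peaks were 1602 bp from the Esg peak at amun and 37376 bp from the Esg peak at nub. With only peaks of a score of at least 100 kept, neither Esg peak remained.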

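Ordered by score from the highest, the Esg peak at amun was number 2465 and the Esg peak at nub number 1865 of the 2765 Esg peaks. Of all Esg peaks, 52.5% overlapped a promoter (95% Wilson interval 50.65% to 54.4%), against a mean of 25.2% over 1000 random placements of the same peaks on their own chromosomes, whose central 95% ran from 23.6% to 26.8%. Of the Sc peaks, 44.0% overlapped a promoter (43.2% to 44.8%), against 25.9% over the placements (25.2% to 26.5%). When the summit itself had to lie in the promoter, the share was 35.7% for Esg and 24.1% for Sc. No random placements were made under this rule, so these shares cannot be compared with the placements above. The sequence CAGGTG, a form of the E2 box recognised by Snail family proteins, was present on either strand within 100 bp of 21.3% of the Esg summits (19.9% to 22.9%) and in 9.22% of windows of the same size placed 2000 bp to either side. CAGCTG or CAGGTG, forms of the E box recognised by proneural bHLH proteins, were present within 100 bp of 38.2% of the Sc summits (37.4% to 39.0%) and in 18.1% of the flanking windows. With windows reaching 250 bp to either side, the shares rose to 35.6% of the Esg summits against 21.1% of their flanks, and to 60.7% of the Sc summits against 38.8% of theirs.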

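The pros gene (FBgn0004595) lies on chromosome 3R of BDGP6 from 11328480 to 11407627, on the plus strand, with 6 annotated transcripts. Its transcript starts are at 11328480 (pros-RI), 11332878 (pros-RM), 11334980 (pros-RH) and 11372788 (pros-RJ, RK and RL). A peak was counted at pros when the transcript start nearest to the centre of the peak was one of these. By this rule the Sc list gave 6 peaks and the Esg list gave 4. The Sc peaks lay together between 11365947 and 11379163, with fold enrichments from 6.29 to 13.3 and scores from 142 to 1677. The first 3, centred 6364 bp, 5423 bp and 3878 bp upstream of the pros-RJ start, lay wholly in an intron of pros-RI, RM and RH. The highest fold enrichment was at the third of these, from 11367819 to 11370001, which held 271 ChIP tags. The last, from 11377566 to 11379163, held 273 tags at a fold enrichment of 13.15. The Esg peaks were spread between 11327577 and 11389435, with fold enrichments from 3.41 to 4.04 and scores from 79.99 to 182, and they held from 55 to 115 tags. One of them, from 11327577 to 11328792, covered the start of pros-RI, and another, from 11388431 to 11389435, lay in an intron of all 6 transcripts. An FDR of at most 5% was met by 3 of the 6 Sc peaks and by 3 of the 4 Esg peaks. Counting instead the peaks that overlap any part of the gene gave 13 Sc peaks and left 4 Esg peaks. The strongest of the additional Sc peaks, from 11347823 to 11351260, had a score of 904 and was nearer to a start of another gene, which lies within pros.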

In light of our ChIP-seq data, six Sc binding peaks and four Esg binding peaks near the *pros* locus were found. Among these binding peaks Esg and Sc showed two common binding peaks. 

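The Esg peaks from 11371635 to 11373445 and from 11375006 to 11376118 both overlapped an Sc peak, and it was the same one, from 11371616 to 11377286. This Sc peak was 5671 bp long, was number 12 of the Sc list by score and held 730 ChIP tags. The whole length of each of these Esg peaks, 1811 bp and 1113 bp, lay inside it. The first covered 31.9% of its length and the second 19.6%. The other Esg peaks near pros overlapped no Sc peak, and their nearest Sc peaks were 539 bp and 6801 bp away. Because the Sc peak is much longer than either Esg peak, the number of common peaks fell to 0 when the overlap had to reach 50% of both peaks, and stayed at 2 when it had to reach 50% of the Esg peak. It was 0 when the Esg summit had to lie within 250 bp of an Sc summit. With only peaks of an FDR of at most 5% kept, it was also 0, since the FDR of the Sc peak was 25%. That peak had the highest score of the Sc peaks near pros, so this cutoff did not remove it for being weak.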

One was located in an exon of *pros*. 

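The Esg peak from 11375006 to 11376118 had its summit at 11375195 and was centred 2774 bp downstream of the start shared by pros-RJ, RK and RL. It held 58 ChIP tags, with a fold enrichment of 3.41, a score of 83.8 and an FDR of 3.11%. In pros-RK all of its 1113 bp were coding sequence of exon 1, and in pros-RI they were coding sequence of exon 4. In pros-RJ and RL, 833 bp were coding sequence of exon 1 and the remaining 280 bp lay in the intron that follows. The summit of the Sc peak that contains it was 2429 bp away.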

We thus found only one common binding site (3 R: 11371635–11372788) which located in a *pros* promoter region (Fig. 5a and Table S1). This binding site was about 1.1 kb distant from the 5′UTR of two transcripts *pros*-RL, RJ which had the same size as the reported *pros* transcripts from northern blot analysis in *Drosophila* neuron cells^23, 24^. 

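On BDGP6 the common site on chromosome 3R from 11371635 to 11372788 is 1154 bp long. It starts where the Esg peak starts and covers 63.7% of that peak, which had 115 ChIP tags, a fold enrichment of 4.04, a score of 182 and an FDR of 6.73%. It covers 20.3% of the Sc peak, whose fold enrichment was 10.1. The summits of both peaks lay within the site, at 11372031 for Esg and at 11372766 for Sc. For pros-RJ, RK and RL the site is upstream sequence, apart from its last base, which is the first base of these transcripts. For pros-RI, RM and RH the whole site lies in exon 4, with 555 bp of 5′UTR followed by 599 bp of coding sequence. The plus strand of the reference reads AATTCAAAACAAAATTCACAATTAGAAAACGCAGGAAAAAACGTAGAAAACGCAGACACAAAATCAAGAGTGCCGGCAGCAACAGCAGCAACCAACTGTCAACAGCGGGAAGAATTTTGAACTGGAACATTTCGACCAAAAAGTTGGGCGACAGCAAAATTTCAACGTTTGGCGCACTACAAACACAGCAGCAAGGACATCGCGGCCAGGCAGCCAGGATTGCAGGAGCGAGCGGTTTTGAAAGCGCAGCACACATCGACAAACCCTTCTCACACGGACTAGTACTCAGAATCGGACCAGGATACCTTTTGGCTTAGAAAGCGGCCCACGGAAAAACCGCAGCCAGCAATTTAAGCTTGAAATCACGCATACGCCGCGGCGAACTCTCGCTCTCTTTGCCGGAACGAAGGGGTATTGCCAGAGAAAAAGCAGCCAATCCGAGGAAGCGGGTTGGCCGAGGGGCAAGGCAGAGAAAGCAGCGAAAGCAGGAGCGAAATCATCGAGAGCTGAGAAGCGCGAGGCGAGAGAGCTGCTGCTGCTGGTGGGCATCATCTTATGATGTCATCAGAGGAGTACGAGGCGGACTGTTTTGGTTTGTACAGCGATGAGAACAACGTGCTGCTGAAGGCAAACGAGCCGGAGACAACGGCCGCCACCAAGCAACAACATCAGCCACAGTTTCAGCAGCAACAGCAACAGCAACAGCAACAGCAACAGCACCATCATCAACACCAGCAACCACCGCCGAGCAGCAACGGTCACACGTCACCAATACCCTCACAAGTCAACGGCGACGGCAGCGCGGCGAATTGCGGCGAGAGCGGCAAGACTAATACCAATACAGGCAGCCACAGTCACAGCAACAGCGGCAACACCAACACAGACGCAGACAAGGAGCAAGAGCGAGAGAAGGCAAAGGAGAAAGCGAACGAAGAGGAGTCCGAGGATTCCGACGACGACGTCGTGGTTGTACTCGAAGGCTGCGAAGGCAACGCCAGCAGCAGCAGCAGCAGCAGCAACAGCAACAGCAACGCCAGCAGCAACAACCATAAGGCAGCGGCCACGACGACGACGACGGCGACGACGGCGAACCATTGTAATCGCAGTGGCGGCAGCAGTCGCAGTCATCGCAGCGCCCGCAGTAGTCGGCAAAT over the site, with a GC content of 54.6%.

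**Figure D1:**
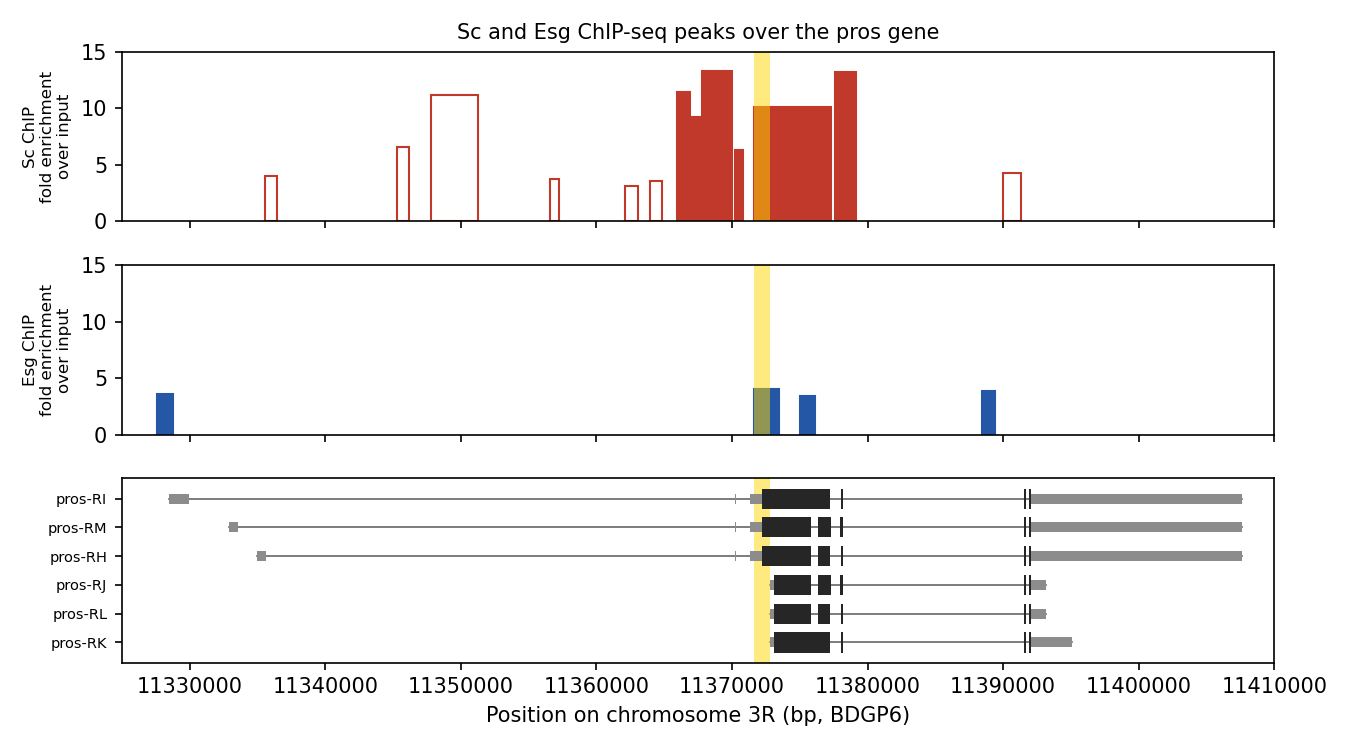
Fold enrichment over input (bar height) of the Sc and Esg peaks over pros, by position on chromosome 3R in bp. Filled bars are the 6 Sc and 4 Esg peaks nearest to a pros transcript start, open bars are other peaks that overlap the gene, the yellow band is the common site, and in the lowest panel thin boxes are exons, thick boxes coding sequence and lines introns. The site falls at the left end of the Sc peak with a fold enrichment of 10.1 and on the Esg peak with a fold enrichment of 4.04.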

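In the annotation, the 5′UTR of pros-RL and RJ runs from 11372788 to 11373089, and their coding sequence begins at 11373090. The first base of the common site lay 1153 bp upstream of this 5′UTR, and the last base of the site was the first base of the 5′UTR. The Esg summit was 757 bp and the Sc summit 22 bp upstream of the transcript start. The centre of the Esg peak was 248 bp upstream of it, and the centre of the longer Sc peak 1663 bp downstream.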

Following this, to investigate the expression pattern of this common binding site, we generated a LacZ reporter driven by this common binding site. We named this LacZ reporter prosE1-LacZ. We observed that LacZ was specifically expressed in ee cells (Fig. 5b, arrow), implying that this region is the enhancer region of Pros expression in ee cells.

**Figure 5:**
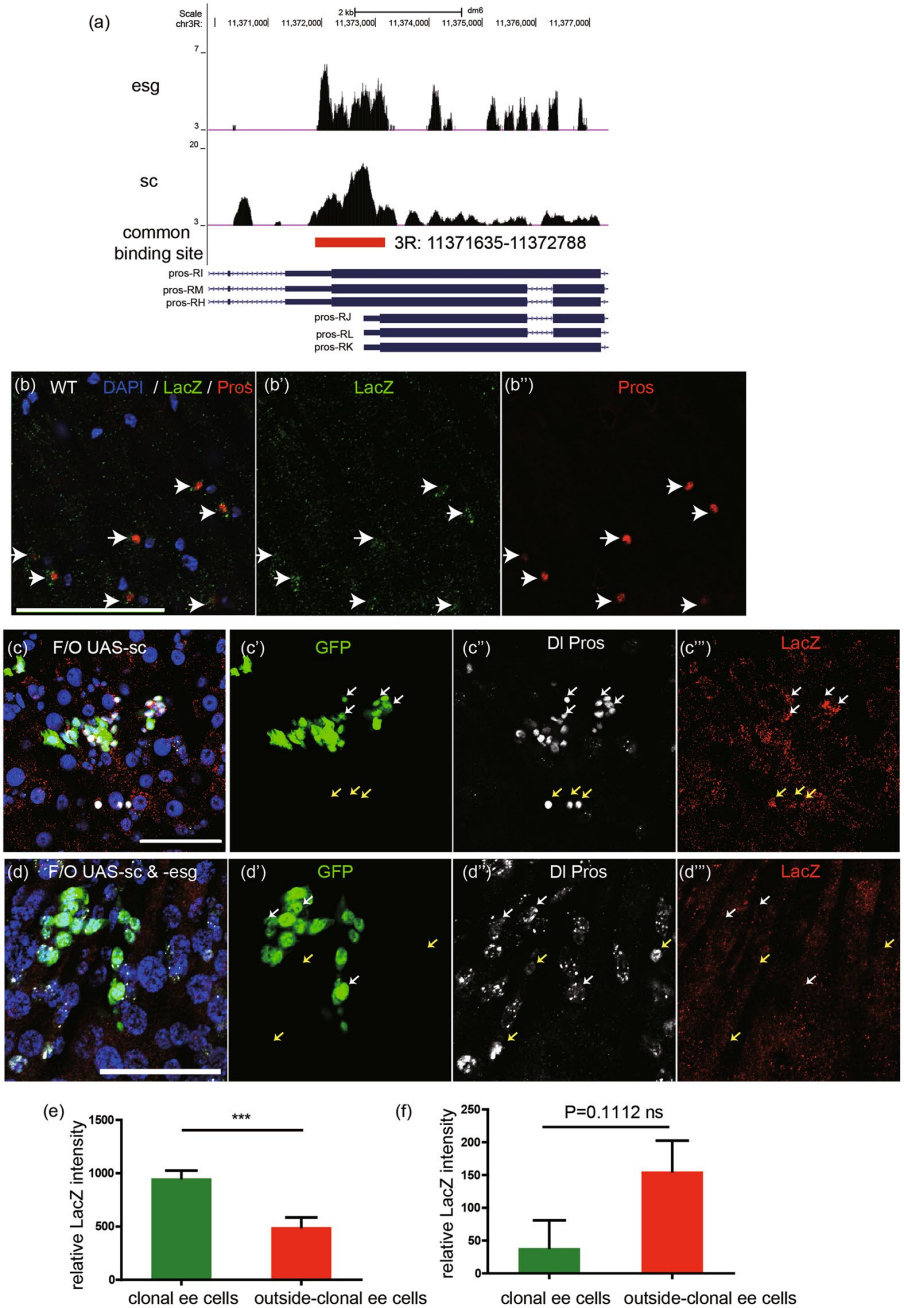
Esg and Sc bind to a common region of *pros* promoter. (**a**) ChIP-seq result analysis of binding sites of Esg and Sc in a *pros* promoter. The upper is peak call of Esg binding sites. The below is peak call of Sc binding sites. The red line directs the common binding site of Esg and Sc in a *pros* promoter. *Pros-RI*, *RM*, *RH*, *RJ*, *RL* and *RK* are different *pros* transcripts. (**b**) This common binding sequence of Esg and Sc drives LacZ expression specifically in ee cells in wild type midgut. Samples were stained with DAPI (blue), LacZ (green), and Pros (red). Scale bar 50 μm. (**c**,**d**) Esg overexpression represses *pros* promoter activation by Sc overexpression. LacZ expression was driven by this common binding sequence. Clonal cells were driven by F/O system, and samples were stained with DAPI (blue), Dl (white circle), Pros (white nuclei), and LacZ (red). White arrows point to clonal ee cells and yellow arrows point to outside-clonal ee cells. Scale bar 50 μm. (**e**) Quantification of relative LacZ intensity between clonal ee cells (n = 23) and outside-clonal ee cells (n = 17) in (**c**). Students’ t test, ***(p < 0.0001). (**f**) Quantification of relative LacZ intensity between clonal ee cells (n = 13) and outside-clonal ee cells (n = 24) in (**d**). (Students’ t test, ns = no significance).

We next used the *Flp-Out* system to examine, *in vivo*, the regulation of *prosE1-LacZ* expression by Sc and Esg. Ectopic expression of Sc resulted in clonal ee cells that showed much higher LacZ expression intensity than ee cells outside the region in which the mosaic clone cells were located (Fig. 5c, quantification in 5e). However, when simultaneously overexpressing Sc and Esg, the clonal ee cells showed similar LacZ expression levels with ee cells located outside of the mosaic clone region (Fig. 5d, quantification in 5f). We thus found that prosE1-LacZ expression can be activated by Sc and can also be inhibited by Esg. 

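The summits of the Esg peak and of the Sc peak at the common region of pros were 735 bp apart. Among the 2153 overlapping pairs of Esg and Sc peaks in the genome, the median distance between summits was 184 bp, and 19.7% of the pairs had summits at least as far apart as this pair. The pairs were ordered by the smaller of their scores, from the highest, without adjustment for the depth of the libraries. The pair at the pros promoter was number 124 and the pair in the exon was number 708. The common region held 1 sequence of the form CANNTG, CAACTG at 11371727 to 11371732, which lay 302 bp from the Esg summit and 1037 bp from the Sc summit. Its context in the reference is CAGCAGCAACCAACTGTCAACAGCGG. The whole Esg peak held 2 CANNTG sequences and the whole Sc peak held 32, of which 10 were CAGCTG and none was CAGGTG or its reverse complement. The CAGCTG nearest to the Sc summit was 891 bp away, and no CANNTG lay within 100 bp of either summit. The list gives 1 summit per peak, so any further maximum inside the 5671 bp of the Sc peak would not be seen. These distances therefore do not exclude binding of Sc elsewhere in its peak. The libraries came from flies that overexpressed a single factor, and chromatin from flies that overexpressed both was not analysed here. The paper draws on the common region and on the response of prosE1-LacZ to Sc with and without Esg (Fig. 5c–f). From these it proposes that antagonism between Esg and Sc at this region may set Pros expression. Earlier genetic experiments in the paper also bear on the antagonism. In them, Esg overexpression lowered or removed Pros in some ee cells, and added Sc partly restored it.

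**Figure D2:**
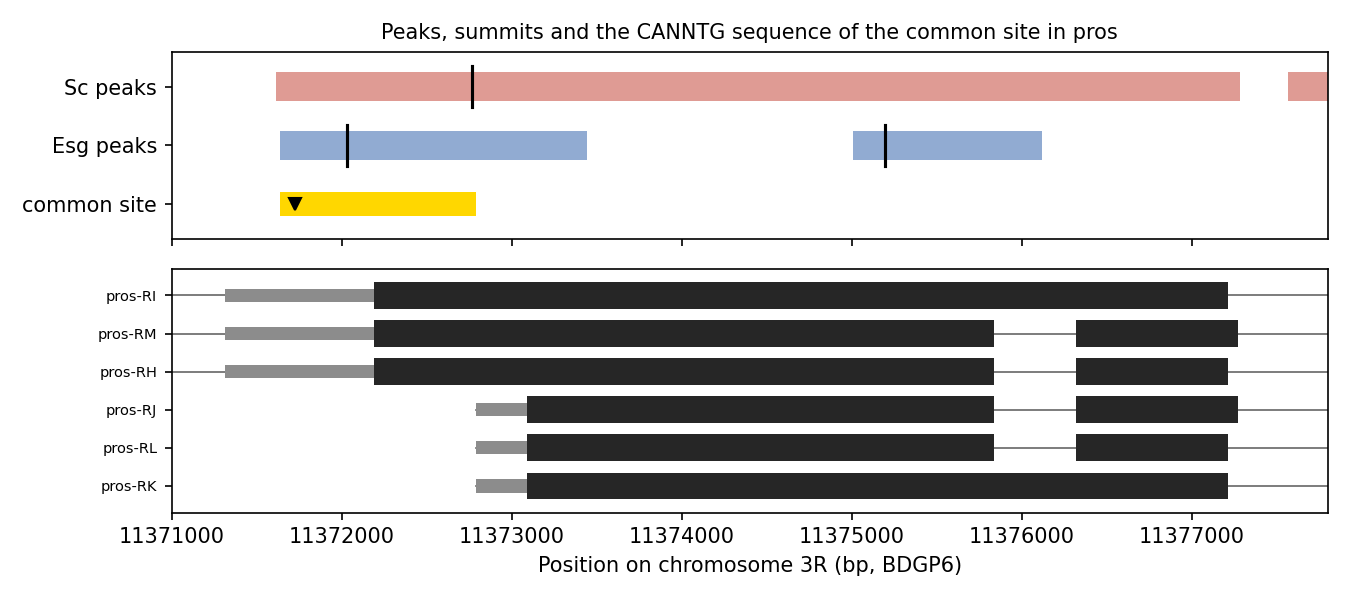
Sc and Esg peaks (bars) with their summits (black lines), the common site (yellow) and its CANNTG sequence (triangle), by position on chromosome 3R in bp. In the lower panel thin boxes are 5′UTR, thick boxes coding sequence and lines introns of the pros transcripts, and the Esg summit lies 735 bp to the left of the Sc summit.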

Taken together, these results suggest that Esg and Sc may antagonize each other in binding to a common promoter region of *pros* to regulate Pros expression, consequently controlling ee cell specification.

### Esg acts in parallel with Notch while Sc acts downstream of Notch to regulate ee cell specification

Previous studies demonstrated that ee cell specification is mainly regulated by the Notch signaling pathway^1, 2^ and AS/C complex^4^. However, it is still unclear how Notch, Esg, and Sc cooperate to regulate ee cell specification.

Notch inactivation generated a similar number of Pros^+^ clones with Pros^+^ cell cluster and Pros^−^ clones with Dl^+^ cell cluster (Figs 6a, S3a, quantification in 6g), which is consistent with previous observations^1–3^. Statistical analysis of the two types of clones showed that co-knockdown of *esg* and *Notch* resulted in more Pros^+^ clones than *Notch* knockdown alone (Fig. 6g), indicating that knockdown of *esg* promoted ee cell specification during Notch inactivation (Fig. 6b). In contrast, ectopic Esg expression completely blocked Pros^+^ clone formation during Notch inactivation (Fig. 6c, quantification in 6g). These results establish that Esg acts either in parallel or acts downstream of Notch to regulate ee cell specification. However, comparing *esg*-*LacZ* reporter expression levels between clonal cells and cells located outside of the mosaic clone, the Notch inactivation did not alter *esg* transcription level (Fig. 6d). Taken together, these results confirm that Esg expression is not regulated by Notch in ISCs and, further, that Esg acts in parallel with Notch to regulate ee cell specification.

**Figure 6:**
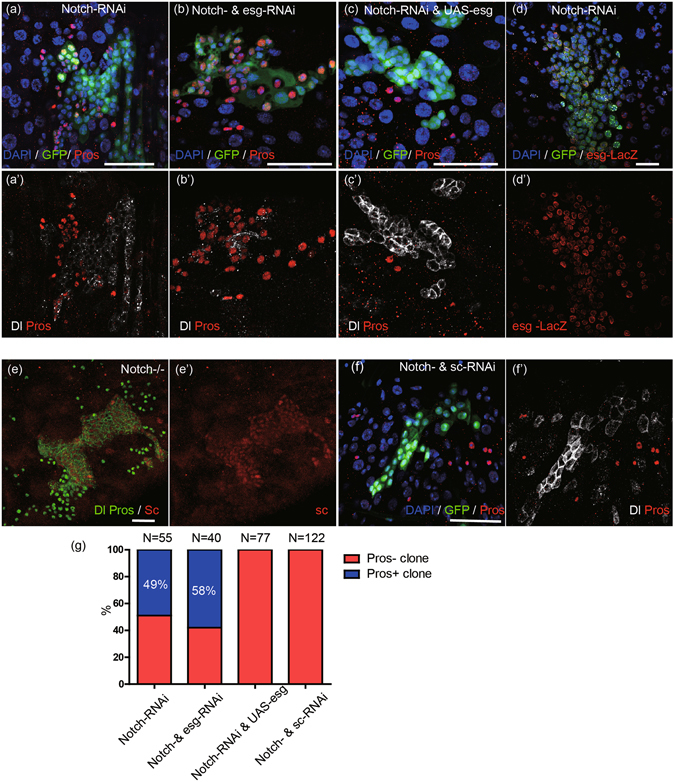
Sc, Esg, and Notch. (**a**,**b**) *Esg* knockdown promotes ee cell specification caused by *Notch* knockdown. *Flp-Out* system was used to induce GFP^+^ clones of expressing *Notch-RNAi*, *Notch- & esg -RNAi*. Samples were stained with DAPI (blue), Dl (white), and Pros (red). Scale bars 20 μm. (**c**) Esg overexpression blocks ee cell specification caused by *Notch* knockdown. *Flp-Out* system was used to induce GFP^+^ clones of expressing *Notch-RNAi & UAS-esg*. Samples were stained with DAPI (blue), Dl (white), and Pros (red). Scale bars 20 μm. (**d**) *Notch* knockdown cannot alter Esg expression level. Esg promoter drives LacZ expression. *Flp-Out* system was used to induce GFP^+^ clones of expressing *Notch-RNAi*, and samples were stained with DAPI (blue) and LacZ (red). Scale bar 20 μm. (**e**) Loss of Notch upregulates Sc expression. MARCM system drives mosaic GFP^+^ clones of *Notch* mutation. Samples were stained with Dl (green, circle), Pros (green, nuclei), and Sc (red). Scale bar 20 μm. (**f**) *Sc* knockdown blocks ee cell specification caused by *Notch* knockdown. *Flp-Out* system was used to induce GFP^+^ clones of expressing *Notch- & sc-RNAi*. Samples were stained with DAPI (blue), Dl (white), and Pros (red). Scale bar 20 μm. (**g**) Quantification of Pros^+^ clones and Pros^−^ clones in midguts from A, B, C, and F. N represents total clone number (Pros^−^ clones (Red) and Pros^+^ clones (blue)).

Sc expression, which was difficult to detect in cells located outside of Notch^−/−^ clone region, was upregulated in *Notch* mutant clonal cells (Fig. 6e). We found that knockdown of *sc* blocked ee cell formation during Notch inactivation (Fig. 6f, quantification in 6g). This show Sc is required for ee cell formation induced by Notch inactivation. These results imply that Sc acts downstream of Notch to regulate ee cell specification.

## Discussion

Maintaining tissue homeostasis requires balanced self-renewal and differentiation of tissue-specific stem cells. Here, we demonstrate the antagonism between Snail family transcription factor, Esg, and HLH family transcription factor, Sc, controls ee cell specification from ISCs. Normally, Esg represses Pros, while Sc activates Pros, Pros then induces ee cell specification. Our study suggests that Esg and Sc antagonize each other, likely directly on the *pros* promoter, to control Pros expression, and consequently ee cell specification. In ISCs, Esg is dominant over Sc, Pros expression then remains repressed, and the cells remain undifferentiated. In differentiating ee cells, Notch inactivation upregulated Sc, and then Sc is dominant over Esg, activating Pros expression to promote ee cell specification (Fig. 7a and b). Therefore, our study demonstrates a novel and simple mechanism in which two transcription factors determine the maintenance or differentiation decisions of progenitor cells by antagonistic regulation of a common cell-fate- determination factor.

**Figure 7:**
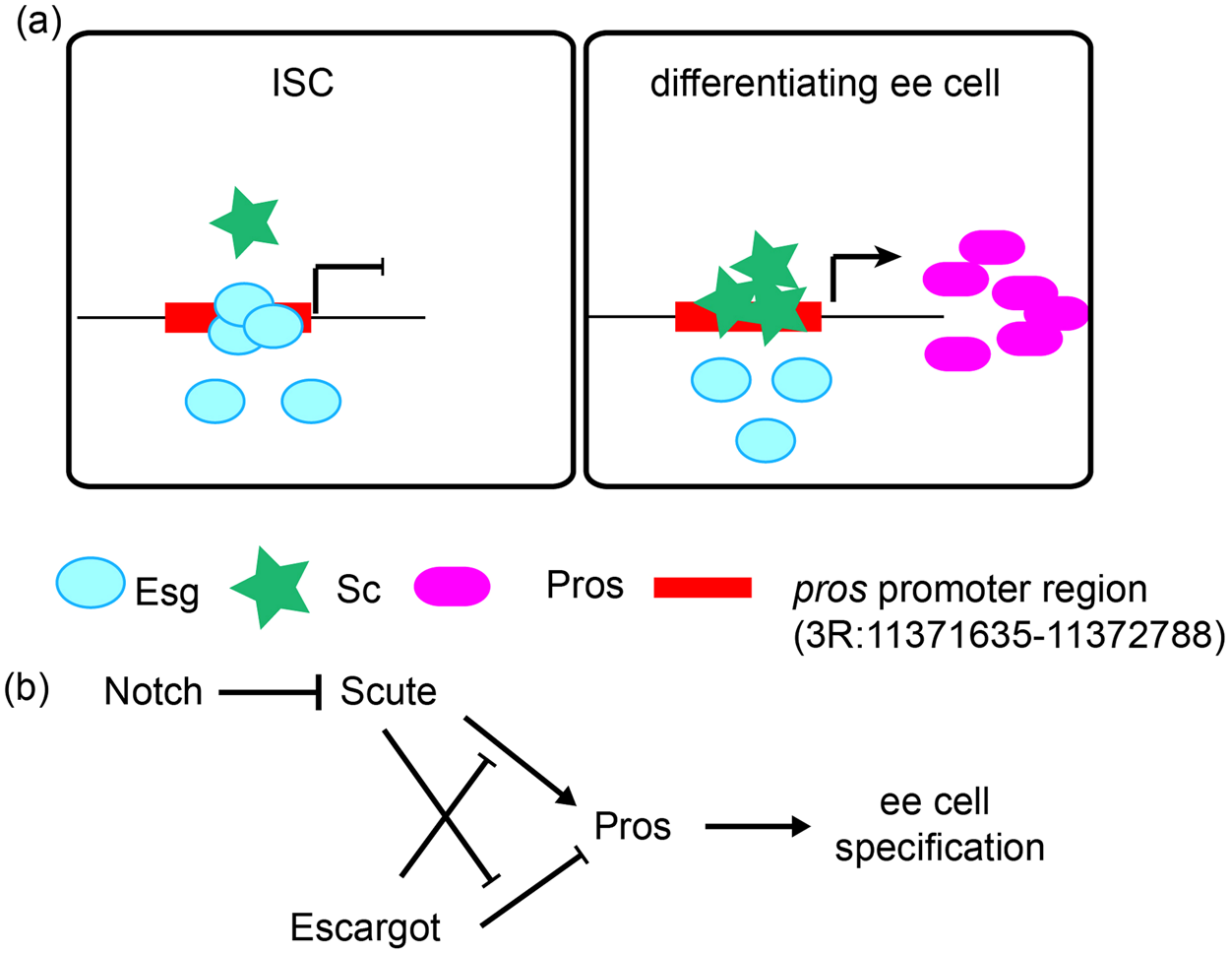
Regulatory model of ee cell specification. (**a**) In ISCs, Esg, which is dominant over Sc, binds to the promoter of *pros*, repressing Pros expression to keep ISC undifferentiated state; in differentiating ee cells, Sc displaces Esg to bind to the promoter of *pros*, thus promoting Pros expression, consequently, ee cell specification. (**b**) Regulatory model of ee cell specification. Sc is upregulated by Notch inactivation to activate Pros expression directly or by antagonizing the repression of Esg on Pros. Esg represses Pros expression directly or by antagonizing the activation of Sc on Pros. Then, the antagonism between Sc and Esg regulates Pros expression to control ee cell specification.

Our study indicated that *esg* knockdown in ISCs generated many GFP^+^ Pros^+^ cells (Fig. 1a) which appear more frequently than Dl^+^ Pros^+^ cells observed in wild type midguts^7, 25^. And Su(H)GBE^+^ EBs after *esg* knockdown could not generate ee cells, suggesting that the ee cell specification after *esg* knockdown is not via EBs. These results support that ee cells were differentiated from distinct precursors as shown in previous reports^7, 25^. Zeng and Hou, 2015 suggested that Dl^+^ PH3^+^ Pros^+^ cells differentiated into ee cells through symmetric or asymmetric division^7^. And Guo and Ohlstein, 2015 showed that ee cells were generated through symmetric or asymmetric localization of Pros, and overexpression of Ase induced asymmetric Pros localization in all division ISCs^25^. However, whether *esg* knockdown could change the ratio between symmetric and asymmetric division of ISCs and whether *esg* knockdown could induce Pros asymmetric localization need more study.

The up-regulation of Sc was observed in almost all Dl^+^ cells in the *Notch* ^−/−^ clone. And Sc upregulation promotes ee cell specification^4^. However, how those Dl^+^ cells with up-regulated Sc expression could not differentiate into ee cells is not clear. One explanation could be that, in the cells of *Notch* ^−/−^ clonal region, unchanged expression of Esg inhibited ee cell specification. Therefore, Esg down-regulation is necessary for ee cell specification. However, what controls down-regulation of Esg and whether or not the down-regulation of Esg is the primary reason for this remains unclear.

Ectopic expression of Esg could completely prevent ee cell formation observed in Notch inactivation (Fig. 6c) but not in Sc overexpression (Fig. 3g). Maybe owing to Sc expression level was lower in Notch inactivation than in Sc overexpression, Esg had the competitive advantage of binding *pros* promoter, repressing Pros expression. These results suggest that the expression level of Esg and Sc need to be kept in a precise ratio to control Pros expression to balance cell fate specification, although so far we did not know what the ratio it would be.

Snail family members have been reported, *in vitro*, to antagonize the transcriptional activation of HLH family members through the competitive binding to E2 box CANNTG^26–29^. In *C*. *elegans*, Snail family member Ces-1 and Hlh3/Hlh2 heterodimer (similar to *Drosophila* Da/Sc) binds to an E box in regulatory region of Egl-1, an activator of cell death, to regulate Egl-1 activation, thereby controlling cell death^28^. In mouse, Snail family members Snai 1 and Snai 2 can compete with HLH family member Ascl2 to bind to E2 box, regulating expression of tumor repressor Epbh3 to control tumor metastasis^29^. These observations suggest that the antagonistic mechanism between Snail family and HLH family controls a variety of cellular events and are evolutionarily conserved. We propose that the antagonistic function between Snail and HLH family members in controlling stem cell differentiation could be evolutionarily conserved as well.

## Methods

### Stocks and plasmid construction

The following stocks were used in this study: UAS*-esg-RNAi:* 1#, TRiP HMS02538 and 3# TRiP JF03134 (Tsinghua Fly Center)*;* 2# (v9793, VDRC)*;* UAS*-sc-RNAi*: 1# TRiP JF02104 (THU2205, Tsinghua Fly Center) and 2# TRiP GL01130 (THU4591, Tsinghua Fly Center); *UAS-esg-3HA and UAS-sc-3HA* (FlyORF); *Su*(*H*)*GBE-Gal4* and *Dl-Gal4* (gift from Xiankun Zeng and Steven Hou, National Cancer Institute, USA); *esg-LacZ* (#10359, BDSC); *UAS-Notch-RNAi*, *rab3*-*Gal4*, *tub-Gal80* ^*ts*^, *UAS-Flp*, *Act* < *stop* < *LacZ*, *UAS-esg* and *UAS-sc* were all obtained from BDSC.

3R:11371635–11372788 was amplified from the DNA extracted from wild-type flies, and was then cloned into the C4PLacZ plasmid using the *KpnI* and *NotI* sites.

### Lineage tracing system

Crosses were made at 18 °C to obtain the following genotypes: *UAS*-*Flp tub*-*Gal80* ^*ts*^/*esg*-*RNAi*; *Dl*-*Gal4*/*Act* < *stop* < *LacZ*, *UAS-Flp tub-Gal80* ^*ts*^/+; *Dl-Gal4*/*Act* < *stop* < *LacZ*, *Su(H)GBE-Gal4UAS-GFP*/*esg-RNAi*; *Act* < *stop* < *LacZ*, *tub-Gal80* ^*ts*^/*UAS-Flp*, *Su(H)GBE-Gal4 UAS-GFP*/+; *Act* < *stop* < *LacZ tub-Gal80* ^*ts*^/*UAS-Flp*, *Su(H)GBE-Gal4 UAS-GFP*/*UAS-Flp*; *Act* < *stop* < *LacZ tub-gal80* ^*ts*^/*esg-RNAi*. Following eclosion, these genotype flies were treated at 29 °C for 3–7 days.

### Mosaic analysis

The MARCM^30^ and Flp-Out techniques^31^ were used to generate mosaic homozygotic clones in intestines. Mosaic clones were induced in 3 to 5-day-old females via heat shock in a water bath once for 1 h at 37 °C. Flies were subsequently fed with regular food and were supplied with yeast paste. Flies were transferred every 2 days prior to dissection and analysis.

### Immunohistochemistry and microscopy

Drosophila adult midguts were dissected in PBS and fixed for 30 min at room temperature in a mixture of 4% formaldehyde and n-heptane^32^. The following primary antibodies were used: mouse anti-Dl (DSHB, 1:100); mouse anti-Pros (DSHB, 1:300); rabbit anti-β-galactosidase (Cappel, 1:6000); mouse anti-PH3 (Cell Signaling), rabbit anti-Tachykinin (a gift from Dick Nassel, Stockholm University, Sweden; 1:3000); Rat anti-Sc (1:300, a gift from Steve Crews); rabbit anti-Pros (1:200, a gift from Yuh-Nung Jan). Pictures were captured with a Zeiss Meta or a Nikon A1-R confocal microscope, Data were processed using LSM Image Browser or NIS, and were adjusted using Photoshop.

### LacZ intensity analysis

NIS software was used to measure LacZ expression intensity in cells and to assess background intensity levels in the pictures captured with the Nikon A1-R. Background intensity values were calculated as the average value of the intensity of seven random areas. The LacZ intensity values were calculated as the difference between cell signal intensity and background intensity.

### CHIP-seq

*Esg-Gal4*, *Tub-gal80* ^*ts*^ was crossed with *UAS-esg-3HA* and *uas-sc-3HA* at 18 °C. 3–5 day old progenies were shifted to 29 °C to induce overexpression (7 days for Esg and 3 days for Sc). Whole midgut was dissected on ice in a vessel containing dissection buffer (PBS + 0.1 mg/ml PMSF + 1x prote*ase* inhibitor (Roche)). Dissected intestine tissues were then fixed for 15 min at 37 °C in a solution composed of 200 µl of the dissection buffer and 5.5 µl of 37% formaldehyde (pre-warmed to 37 °C in a water bath for 1 min)^33^. 2000–3000 intestines were prepared thusly to generate enough material for the CHIP-seq analysis. Cells were lysed with a homogenizer, and samples were sonicated to yield DNA fragments of 200–700 bp in size as input DNA. Final ChIP DNA was obtained using anti-HA antibody (Abcam) incubated and an additional DNA purification step, all as described in the manual for the ChIP-IT® High Sensitivity kit (Active Motif). Both the ChIP DNA and input DNA were sequenced (BIOPIC High-sequencing Center, Peking University).

The ChIP–seq data were mapped to the Drosophila melanogaster reference genome (BDGP6) using the Bowtie software package (version 1.1.2), with three mismatches allowed. Uniq mapping reads were permitted in the next analysis. 

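The peak files record the settings of MACS 1.4.2, which compares the ChIP tags of a region with those of the input after scaling the larger library to the smaller. The background was estimated from the input over 1000 bp and 10000 bp around each region, 1 tag was kept per position, tags were shifted for fragments of 200 bp, the effective genome size was 120000000 bp and the p-value cutoff was 1e-05. The lowest score was 50.0 in the Sc list and 50.01 in the Esg list, where a score of 50 corresponds to that cutoff. The FDR that this version of MACS gives is an empirical percent: peaks are called again with ChIP and input exchanged, and the number of these at or above a score is divided by the number of ChIP peaks at or above it. The FDR ran from 2.92% to 100% in the Sc list and from 1.63% to 100% in the Esg list. An FDR of at most 5% was met by 7894 Sc peaks and 2228 Esg peaks, and 45.0% of the Sc peaks and 19.4% of the Esg peaks were above it. Across the peaks of the Esg list the FDR rose with the score (Spearman's rho 0.995), while across the Sc list it fell (rho -0.881). Peaks are not independent replicates, so these coefficients only describe the lists. In the top 10% by score, the median FDR was 9.22% for Esg and 3.79% for Sc. The fall in the Sc list thus did not hold at its highest scores, since the median was 3.23% in the 10% below. Of the 1434 Sc peaks in the top 10%, 280 had an FDR above 5%.

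**Figure D3:**
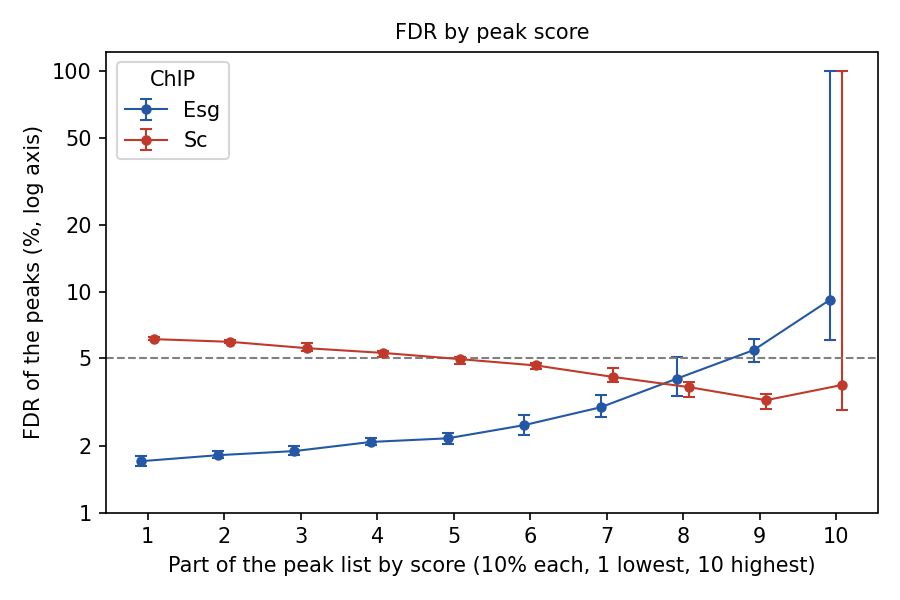
Median FDR in percent (points, log axis) with its lowest and highest value (bars) in each successive 10% of the Esg and Sc peak lists ordered by score. The dashed line is an FDR of 5%, and in both lists the FDR reaches 100% in the top 10%.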

We used the MACS software package (version 1.4.2) to call significantly-enriched peaks with a qvalue cutoff of 0.05 relative to the input control samples. To generate the bigwig files, we normalized the tag counts in each bin according to the total number of reads. Input reads were processed in the same way, and their normalized signal intensity values were subtracted from the ChIP-Seq tracks. More details are available in NCBI GEO data series GSE84283.

(Weblink: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=mvwtqqggtxobbuf&acc=GSE84283).

## Electronic supplementary material

supplementary information

## References

[1] Micchelli CA, Perrimon N (2006). Evidence that stem cells reside in the adult Drosophila midgut epithelium. Nature.

[2] Ohlstein B, Spradling A (2006). The adult Drosophila posterior midgut is maintained by pluripotent stem cells. Nature.

[3] Ohlstein B, Spradling A (2007). Multipotent Drosophila intestinal stem cells specify daughter cell fates by differential notch signaling. Science.

[4] Bardin AJ, Perdigoto CN, Southall TD, Brand AH, Schweisguth F (2010). Transcriptional control of stem cell maintenance in the Drosophila intestine. Development.

[5] Biteau B, Jasper H (2014). Slit/Robo signaling regulates cell fate decisions in the intestinal stem cell lineage of Drosophila. Cell reports.

[6] Wang C, Guo X, Dou K, Chen H, Xi R (2015). Ttk69 acts as a master repressor of enteroendocrine cell specification in Drosophila intestinal stem cell lineages. Development.

[7] Zeng X, Hou SX (2015). Enteroendocrine cells are generated from stem cells through a distinct progenitor in the adult Drosophila posterior midgut. Development.

[8] Whiteley M, Noguchi PD, Sensabaugh SM, Odenwald WF, Kassis JA (1992). The Drosophila gene escargot encodes a zinc finger motif found in snail-related genes. Mechanisms of development.

[9] Fuse N, Hirose S, Hayashi S (1994). Diploidy of Drosophila imaginal cells is maintained by a transcriptional repressor encoded by escargot. Genes & development.

[10] Tanaka-Matakatsu M, Uemura T, Oda H, Takeichi M, Hayashi S (1996). Cadherin-mediated cell adhesion and cell motility in Drosophila trachea regulated by the transcription factor Escargot. Development.

[11] Hekmat-Scafe DS, Dang KN, Tanouye MA (2005). Seizure suppression by gain-of-function escargot mutations. Genetics.

[12] Yang DJ (2010). Slug, mammalian homologue gene of Drosophila escargot, promotes neuronal-differentiation through suppression of HEB/daughterless. Cell Cycle.

[13] Korzelius J (2014). Escargot maintains stemness and suppresses differentiation in Drosophila intestinal stem cells. The EMBO journal.

[14] Loza-Coll MA, Southall TD, Sandall SL, Brand AH, Jones DL (2014). Regulation of Drosophila intestinal stem cell maintenance and differentiation by the transcription factor Escargot. The EMBO journal.

[15] Garcia-Bellido A, de Celis JF (2009). The complex tale of the achaete-scute complex: a paradigmatic case in the analysis of gene organization and function during development. Genetics.

[16] Garcia-Garcia MJ, Ramain P, Simpson P, Modolell J (1999). Different contributions of pannier and wingless to the patterning of the dorsal mesothorax of Drosophila. Development.

[17] Jimenez G, Ish-Horowicz D (1997). A chimeric enhancer-of-split transcriptional activator drives neural development and achaete-scute expression. Molecular and cellular biology.

[18] Skeath JB, Carroll SB (1994). The achaete-scute complex: generation of cellular pattern and fate within the Drosophila nervous system. FASEB journal: official publication of the Federation of American Societies for Experimental Biology.

[19] Van Doren M, Ellis HM, Posakony JW (1991). The Drosophila extramacrochaetae protein antagonizes sequence-specific DNA binding by daughterless/achaete-scute protein complexes. Development.

[20] Zeng X, Chauhan C, Hou SX (2010). Characterization of midgut stem cell- and enteroblast-specific Gal4 lines in drosophila. Genesis.

[21] Amcheslavsky A (2014). Enteroendocrine cells support intestinal stem-cell-mediated homeostasis in Drosophila. Cell reports.

[22] Murre C (1989). Interactions between heterologous helix-loop-helix proteins generate complexes that bind specifically to a common DNA sequence. Cell.

[23] Matsuzaki F, Koizumi K, Hama C, Yoshioka T, Nabeshima Y (1992). Cloning of the Drosophila prospero gene and its expression in ganglion mother cells. Biochemical and biophysical research communications.

[24] Vaessin H (1991). prospero is expressed in neuronal precursors and encodes a nuclear protein that is involved in the control of axonal outgrowth in Drosophila. Cell.

[25] Guo, Z. & Ohlstein, B. Stem cell regulation. Bidirectional Notch signaling regulates Drosophila intestinal stem cell multipotency. *Science***350**, doi:10.1126/science.aab0988 (2015).10.1126/science.aab0988PMC543128426586765

[26] Kataoka H (2000). A novel snail-related transcription factor Smuc regulates basic helix-loop-helix transcription factor activities via specific E-box motifs. Nucleic acids research.

[27] Nakakura EK (2001). Mammalian Scratch: a neural-specific Snail family transcriptional repressor. Proceedings of the National Academy of Sciences of the United States of America.

[28] Thellmann M, Hatzold J, Conradt B (2003). The Snail-like CES-1 protein of C. elegans can block the expression of the BH3-only cell-death activator gene egl-1 by antagonizing the function of bHLH proteins. Development.

[29] Ronsch K (2015). SNAIL1 combines competitive displacement of ASCL2 and epigenetic mechanisms to rapidly silence the EPHB3 tumor suppressor in colorectal cancer. Molecular oncology.

[30] Lee T, Luo L (1999). Mosaic analysis with a repressible cell marker for studies of gene function in neuronal morphogenesis. Neuron.

[31] Struhl G, Basler K (1993). Organizing activity of wingless protein in Drosophila. Cell.

[32] Lin G, Xu N, Xi R (2008). Paracrine Wingless signalling controls self-renewal of Drosophila intestinal stem cells. Nature.

[33] Tran V, Gan Q, Chen X (2012). Chromatin Immunoprecipitation (ChIP) using Drosophila tissue. Journal of visualized experiments: JoVE.

# Supplementary material for: Transcription Factor Antagonism Controls Enteroendocrine Cell Specification from Intestinal Stem Cells
**Source:** Sci Rep. 2017 Apr 20;7:988. doi: 10.1038/s41598-017-01138-z
**Supplement:** Supplementary file 1 — supplementary information

(a) Quantification of PH3<sup>+</sup> cell number of whole midgut in control and *esg-RNAi* driven by *DI-Gal4*. (Students' t test, ns= no significance). (b) *Esg* knockdown in ISC causes ISC loss. *UAS-GFP* and *UAS-esg-RNAi* were driven by *DI-Gal4* in ISCs at 29°C for 7 days. Samples were stained with DAPI (blue), GFP (green), and DI (red). Scale bars 20µm.

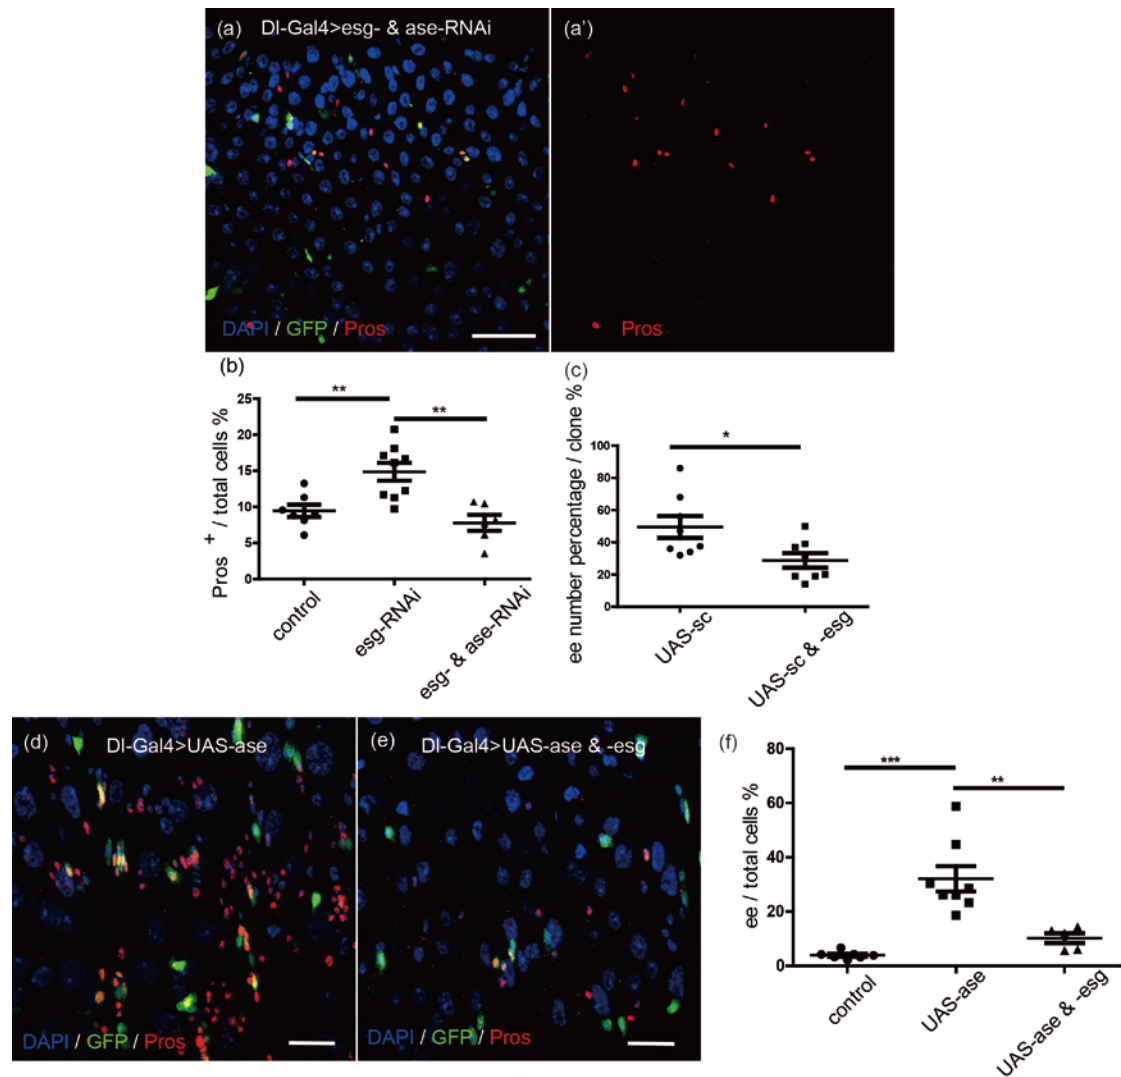

**Supplementary Figure S2. Esg acts in parallel with Ase to regulate ee cell specification.**

(a) Knocking down *ase* rescues the increase of ee cell number caused by *esg* knockdown. *DI-Gal4* drives expression of *esg- & ase-RNAi* at 29°C. Samples were stained with DAPI (blue), GFP (green), and Pros (red). Scale bars 20µm. (b) Quantification of ee cells in images from control (Fig. 3a), *esg-RNAi* lines (Fig. 3b), and *esg- & ase-RNAi* (a). Students' t test, \*\* (P=0.0046, 0.0015). (c) Quantification of ee / clonal cells induced via *Flp-Out* system. Students' t test, \*(p=0.0229). (d, e) Esg overexpression rescues increased ee cell specification caused by Ase overexpression.

*UAS-ase* and *UAS-esg* were driven by *DI-Gal4*, and samples were stained with DAPI (blue), GFP (green), and Pros (red). Scale bars 20μm. (f) Quantification of ee / total cells from images of d, e induced by *DI-Gal4*. Students't test, \*\*\* ( $p<0.0001$ ), \*\* ( $p=0.0045$ ).

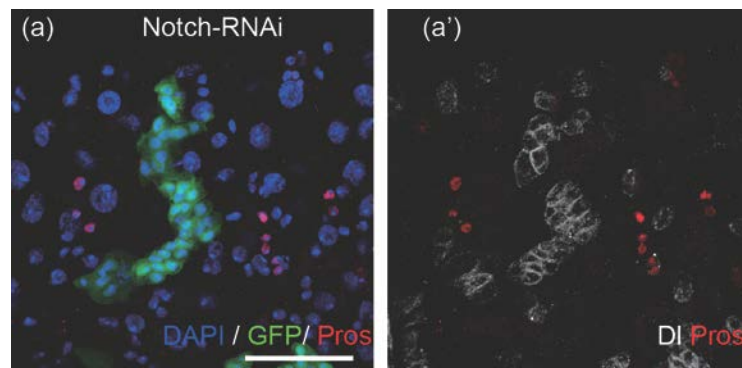

**Supplementary Figure S3. Knocking down *Notch* via *Flp-Out* system generates *Pros*<sup>-</sup> clones only with *DI*<sup>+</sup> cells.**

(a). Samples were stained with DAPI (blue), GFP (green), DI (white), and Pros (red). Scale bars 20μm.

**Supplementary Table S1. Two common binding regions of *Esg* and *Sc* are located close to *pros*.**

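Supplementary Table S1 gives the output of the peak caller for each region close to pros. Start and end count from the first base of the chromosome, and the length includes both. The column of log-transformed p-values is the score of the peak, on which a larger value means a smaller p-value, fold_enrichment is the ratio of ChIP tags at the summit to the number expected from the input, and FDR (%) is the empirical rate from exchanging ChIP and input. The annotation names a feature and the transcript it belongs to, and the distance to TSS runs from the nearest transcript start to the centre of the region, negative when the centre is upstream. In the deposited peak lists, the 10 regions had the same lengths, scores, fold enrichments and FDR values as in the table, and their distances on the current annotation differed from the table's by at most 1 bp.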

Six binding regions of *Sc* and four binding regions of *Esg* are located close to the gene *pros*. 

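In the common part of Supplementary Table S1 the coordinates, score, fold enrichment and FDR of each region are those of its Esg peak. In the deposited lists each of these Esg peaks is contained in a single longer Sc peak.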

Among these regions, two common binding regions of *Esg* and *Sc* are found.

Supplementary Table S1. Analysis of Esg and Sc binding regions close to *pros* by ChIP-seq

| Sc-ChIPSeq  |          |          |        |                        |                     |         |                                        |                    |                       |           |
|-------------|----------|----------|--------|------------------------|---------------------|---------|----------------------------------------|--------------------|-----------------------|-----------|
| chr         | start    | end      | length | -10* LOG10<br>(pvalue) | fold_<br>enrichment | FDR (%) | Annotation                             | Distance to<br>TSS | Nearest<br>PromoterID | Gene Name |
| 3R          | 11365947 | 11366902 | 956    | 396.5                  | 11.43               | 4.1     | intron (FBtr0304608,<br>intron 2 of 7) | -6363              | FBtr0304605           | pros      |
| 3R          | 11367060 | 11367671 | 612    | 231.84                 | 9.26                | 3.22    | intron (FBtr0304608,<br>intron 2 of 7) | -5422              | FBtr0304605           | pros      |
| 3R          | 11367819 | 11370001 | 2183   | 665.44                 | 13.29               | 5.71    | intron (FBtr0304608,<br>intron 2 of 7) | -3878              | FBtr0304605           | pros      |
| 3R          | 11370239 | 11370846 | 608    | 141.72                 | 6.29                | 3.98    | intron (FBtr0304608,<br>intron 3 of 7) | -2245              | FBtr0304605           | pros      |
| 3R          | 11371616 | 11377286 | 5671   | 1676.93                | 10.09               | 25      | exon (FBtr0304607, exon<br>1 of 5)     | 1663               | FBtr0304607           | pros      |
| 3R          | 11377566 | 11379163 | 1598   | 959.27                 | 13.15               | 10.14   | intron (FBtr0304608,<br>intron 6 of 7) | 5577               | FBtr0304607           | pros      |
| Esg-ChIPSeq |          |          |        |                        |                     |         |                                        |                    |                       |           |
| chr         | start    | end      | length | -10* LOG10<br>(pvalue) | fold_<br>enrichment | FDR (%) | Annotation                             | Distance to<br>TSS | Nearest<br>PromoterID | Gene Name |
| 3R          | 11327577 | 11328792 | 1216   | 81.04                  | 3.62                | 2.88    | promoter-TSS<br>(FBtr0304604)          | -295               | FBtr0304604           | pros      |
| 3R          | 11371635 | 11373445 | 1811   | 182.17                 | 4.04                | 6.73    | promoter-TSS<br>(FBtr0304607)          | -248               | FBtr0304605           | pros      |
| 3R          | 11375006 | 11376118 | 1113   | 83.8                   | 3.41                | 3.11    | exon (FBtr0304607, exon<br>1 of 5)     | 2774               | FBtr0304606           | pros      |
| 3R          | 11388431 | 11389435 | 1005   | 79.99                  | 3.84                | 2.78    | intron (FBtr0304603,<br>intron 6 of 7) | 16145              | FBtr0304606           | pros      |

common binding regions of Esg and Sc

| chr | start    | end      | length | -10* LOG10<br>(pvalue) | fold_<br>enrichment | FDR(%) | Annotation                         | Distance to<br>TSS | Nearest<br>PromoterID | Gene Name |
|-----|----------|----------|--------|------------------------|---------------------|--------|------------------------------------|--------------------|-----------------------|-----------|
| 3R  | 11371635 | 11373445 | 1811   | 182.17                 | 4.04                | 6.73   | promoter-TSS<br>(FBtr0304607)      | -248               | FBtr0304605           | pros      |
| 3R  | 11375006 | 11376118 | 1113   | 83.8                   | 3.41                | 3.11   | exon (FBtr0304607, exon<br>1 of 5) | 2774               | FBtr0304607           | pros      |

How the deposited data were processed for this re-analysis (not part of the article)

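ChIP-seq of HA-tagged Sc and of HA-tagged Esg, expressed with esg-Gal4 in adult midguts at 29 °C for 3 days and for 7 days, was analysed from the peak list of each factor. Each factor had 1 ChIP library and 1 input library, so no comparison has a replicate check and no test across replicates was made. The input libraries entered only through the authors' peak calling, since no file of their own was used here.

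The authors mapped the reads to BDGP6 with Bowtie 1.1.2, allowing 3 mismatches and keeping uniquely mapped reads, and called peaks with MACS 1.4.2 for each factor against its own input, without pooling. For each peak the authors deposited the count of ChIP tags, which is not normalized and excludes duplicates. The deposited score is 10 times −log10 of the p-value of the peak. The deposited fold enrichment is the ratio of the ChIP tags at the summit to the number expected from the input after the libraries were scaled to each other. The deposited FDR is a percent, from the number of peaks called with ChIP and input exchanged. Keeping uniquely mapped reads leaves repeated sequence without peaks, and removing duplicates limits the tag count of the strongest peaks. The paper's methods name a q-value cutoff of 0.05, while the files record a p-value cutoff of 1e-05, and the lists were used whole.

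After filtering there were 4198895 tags in the Sc ChIP library and 2816080 in the Esg ChIP library, a ratio of 1.49. A deeper library gives smaller p-values at the same enrichment, so scores and peak numbers of the factors are not directly comparable. The common regions were ordered by the smaller of the Esg and Sc scores, without adjustment for depth. The 95% intervals of percentages are Wilson intervals, which treat peaks or tags as independent and cover counting error only.

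The build was checked against Supplementary Table S1, whose distances to transcript starts were found again to within 1 bp on the reference used here, the Release 6 genome sequence with the BDGP6 genes of Ensembl release 115. Peak summits were taken from the deposited offsets. Each peak was given the gene of the transcript start nearest to its centre. A peak was placed at a promoter when it overlapped the stretch from 1000 bp upstream to 100 bp downstream of a transcript start, and at a common region when Esg and Sc peaks overlapped by at least 1 bp. The share of Esg peaks overlapping an Sc peak and the shares of peaks at promoters were set beside 1000 seeded random placements. The peaks were placed on their own chromosomes. Other percentages, and all percentages under the alternatives, had no placements. Sequence motifs were counted on both strands in windows reaching 100 bp to either side of the summits and of the points 2000 bp away on each side. The alternatives were an FDR of at most 5%, a score of at least 100, a fold enrichment of at least 5, the chromosome arms without the Y chromosome, other rules for overlap, promoters and nearness to pros, and windows reaching 50 bp or 250 bp to either side or placed at peak centres.

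The genes named are pros, amun and nub, the studied genes esg, sc, ase, N, Dl (Delta in the annotation), da and Tk with regard to a peak at their promoter, and the genes nearest to the 5 peaks with the highest score in each list and to the 5 common regions with the largest smaller score. The overlap, placement, motif and nearest-start functions were tested on simulated data. Of 1000 simulated peaks, the planted share of 60% overlapping was recovered as 60%, and of 1000 simulated windows, the planted share of 30% holding CAGGTG was recovered as 30%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.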

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

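Of the tests in this part, those on the coding sequences of sc and esg, the tests of the E2 box at the peaks over esg, the test of the E2 box at the Sc peak over sc and the tests of CAGCTG or CAGGTG at the Sc peaks over sc and esg were chosen only after the result was seen. In this part, E2 box stands only for CAGGTG or its reverse complement, not for every CANNTG. The results are signals over input at genes and regions that the paper's ChIP-seq section does not discuss. There was 1 ChIP library per factor, so none has been seen in a second library.

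Of the 2765 Esg peaks, 74.3% overlapped an Sc peak (95% Wilson interval 72.6% to 75.9%), while 14.7% of the Sc peaks overlapped an Esg peak. Random placement of the Esg peaks on their own chromosomes gave a mean of 23.6%, and 0 of 1000 placements reached the observed share. A common preference for promoters accounted for part of it: when each Esg peak was moved to another transcript start at the same distance, the mean was 38.9%, and the highest of 1000 placements was 42.0%. Neither random placement nor the preference for promoters accounted for the whole overlap. CAGGTG was present at 21.2% of the shared Esg summits against 9.47% of windows 2000 bp away, a ratio of 2.24, and at the Esg peaks outside Sc peaks the ratio was 2.55. These ratios cannot exclude enrichment without the E2 box, since most shared summits lack CAGGTG and another sequence made of the same letters reached a ratio of 2.02 over all Esg summits. Both libraries were made with the same antibody, and open chromatin that is recovered with any antibody was not tested, so a biological reading, that Esg and Sc may bind many of the same regions in progenitor cells, remains a hypothesis that cannot be told apart from it. The paper reports that Sc overexpression in ISCs led to clusters of ee cells and to more dividing cells. The cells that carried the tagged protein may thus differ in state between the libraries, which was not tested.

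Peaks were found at the promoters of some of the other genes studied in the paper. At esg, the Sc peak had a fold enrichment of 6.47 and the Esg peak 7.73, and they were numbers 224 and 88 of their lists by score. At N, the Sc peak had a fold enrichment of 3.31 and the Esg peak 3.40. The Sc peak was number 10060 of the Sc list and the Esg peak number 2750 of the Esg list. At Delta (Dl), the Sc list had a peak with a fold enrichment of 5.72 and the Esg list had none. This Sc peak was weak, with 46 tags and a score of 58.3, and was number 12525 of the Sc list. Neither list had a peak at the promoters of ase, da or Tk. For the peaks at N and Delta no explanation was tested. At esg, DNA carrying the esg coding sequence would by itself give peaks with both ends within 200 bp of its ends. The upstream end lay 637 bp away for the Sc peak and 837 bp away for the Esg peak, but the downstream end lay 165 bp and 112 bp away, so such DNA together with a signal upstream is not excluded. The nearest CAGGTG was 584 bp from the Sc summit and 284 bp from the Esg summit. The nearest CAGCTG or CAGGTG was 108 bp from the Sc summit and 135 bp from the Esg summit. Each lay outside the 100 bp set for a match. This does not exclude binding, since CAGCTG or CAGGTG was within 100 bp at 38.2% of all Sc summits and CAGGTG at 21.3% of all Esg summits.

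Of the peaks at the genes studied in the paper, another was the Esg peak over sc (FBgn0004170), on chromosome X from 395818 to 397522, number 9 of the Esg list, with 281 tags and a fold enrichment of 14.28. It covers the whole gene, which lies from 396060 to 397497. Stray DNA carrying the sc coding sequence, such as the sc transgene of the other cross, would give a peak that ends near the ends of the coding sequence at 396177 and 397214, but the ends of this peak lay 359 bp and 308 bp away. Such DNA together with signal on both sides is not excluded. An E2 box was 27 bp from the summit, which is consistent with binding there. The Sc list had a peak over the same gene, from 396168 to 397223, with a fold enrichment of 3.61, and its summit was 2 bp from the Esg summit. This peak fits both explanations. Its E2 box was 25 bp from the summit, which is also the nearest CAGCTG or CAGGTG, and both of its ends lay 9 bp from the ends of the coding sequence. Ends within 200 bp of those of some coding sequence were found for 1219 of the 14347 Sc peaks, and ends within 20 bp for 4. For the Sc peak, binding at sc cannot be told apart from DNA of the sc transgene in the ChIP library. Its fold enrichment of 3.61 is over an input of the same chromatin, which would also carry the transgene. How far that input accounts for such DNA was not tested, since only the peak lists were used. Whether the paired summits have a common source was not tested.

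By score, the highest Sc peaks were nearest to CG31516 (fold enrichment 11.82), brat (18.11), nvy (18.72), CG6005 (19.57) and Dtg (11.01). The highest Esg peaks were nearest to AMPKalpha (51.37), del (10.04), fz4 (30.98), Prat2 (20.93) and coro (26.65). The common regions with the largest smaller score were nearest to brk (Esg fold enrichment 15.12), CG32813 (15.29), AMPKalpha (51.37), Hacd1 (12.25) and COX7AL2 (15.34). In both lists the peaks in these first 5 places have an FDR from 40% to 100%. These FDR values correspond to 2 peaks of input over ChIP that score above peaks number 3, 4 and 5 of each list, so the FDR of these places rests on very few peaks. No biological explanation was tested for them.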

How the results depend on the processing

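The alternatives below were set before the data were examined, except the restriction to protein-coding genes, which was chosen after seeing the data. Of 66 results under an alternative, 20 stayed within their limits (1.5 times a count, the 95% interval of a percent) and 46 moved. Peak counts under a cutoff of FDR, score or fold enrichment follow from the values of the peaks themselves. For the common peaks near pros, the overlaps covered 31.9% and 19.6% of the Sc peak and the summits were 735 bp and 2429 bp apart, which gives the counts of 0 with 50% of both peaks and with summits within 250 bp. Overlap rules of 50% and promoters by summit can only lower a share, and wider promoters or windows can only raise it. The FDR cutoff removed all 276 Esg peaks in the top 10% by score, where CAGGTG was at 34.4% of summits. This goes with the fall of the list's share from 21.3% to 19.3%. The highest 25% of Esg peaks, with scores from 97.19, overlapped the whole Sc list at 82.9%. The fall in overlap to 69.2% with a score of at least 100 thus came with the shorter Sc list. For the remaining results that moved, the cause was not tested.

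With peaks of an FDR of at most 5%, there were 7894 Sc peaks, 3 Sc peaks near pros and 0 common peaks near pros. The share of Esg peaks overlapping an Sc peak was 53.2%, the share at promoters 48.1% for Sc and 48.0% for Esg, and the share of summits with the motif 19.3% for Esg (CAGGTG) and 41.3% for Sc (CAGSTG, that is CAGCTG or CAGGTG). With a score of at least 100, there were 7066 Sc peaks and 646 Esg peaks, 1 Esg peak and 1 common peak near pros, and 0 Esg peaks at the promoters of amun and of nub. The overlap was 69.2%, the promoter shares 49.0% for Sc and 70.0% for Esg, and the motif shares 27.9% for Esg and 42.9% for Sc. With a fold enrichment of at least 5, there were 2677 Sc peaks and 752 Esg peaks, 0 Esg peaks and 0 common peaks near pros, and 0 Esg peaks at the amun promoter. The overlap was 38.8%, the promoter shares 45.9% for Sc and 67.0% for Esg, and the motif shares 29.4% for Esg and 51.8% for Sc.

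Sc peaks near pros numbered 13 when overlap with the gene was counted and 12 when only transcript starts of protein-coding genes were used. The overlap of Esg with Sc peaks was 71.0% when it had to reach 50% of the Esg peak. When it had to reach 50% of both peaks it was 57.6%, with 0 common peaks near pros. With summits within 250 bp it was 43.7%, again with 0 common peaks near pros. Promoters taken as 1000 bp to either side gave 53.5% for Sc and 61.4% for Esg, and summits in the promoter gave 24.1% for Sc and 35.7% for Esg. The motif shares for Esg and Sc were 12.6% and 23.5% in windows reaching 50 bp to either side, 35.6% and 60.7% in windows reaching 250 bp, and 16.4% and 32.0% at peak centres. With these windows and at peak centres the motif was more frequent than in the flanks, by a ratio from 1.69 to 2.81 for Esg and from 1.56 to 2.51 for Sc. The chromosome arms held 14343 of the 14347 Sc peaks and 2762 of the 2765 Esg peaks, so keeping only these was no test of the peak numbers or of the relation of score and FDR.

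The Esg ChIP library had 2816080 filtered tags, and the effect of depth on the weaker Esg peaks was not tested. The Esg peaks near pros hold as few as 55 tags, and the absence of a weak Esg peak from the list does not show that Esg was not bound there.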

Differences from the paper's values

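The paper's cutoff for peaks is a q-value of 0.05, while the largest FDR, as a fraction, was 1 in the Sc list and 1 in the Esg list. Of the alternatives set before the data were examined, keeping only peaks of an FDR of at most 5% brought the largest FDR to 0.05 in both lists, which it does by construction and which does not bear on why the lists exceed the cutoff. A score of at least 100 and a fold enrichment of at least 5 did not close the gap. With that FDR cutoff, the number of common peaks near pros was 0 against 2 in the paper's table. The paper's table itself lists a peak with an FDR of 25%, so its count was not made under this cutoff.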

Other observations

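The tests of depth, of the FDR values and of CAGCTG in this part were chosen only after the result was seen.

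The Sc list was 5.19 times as long as the Esg list, and the Sc ChIP library had 1.49 times as many filtered tags. When the Sc scores were reduced in proportion to the depth, 9824 Sc peaks still reached the score cutoff, 3.55 times the number of Esg peaks. Depth alone, treated in this approximate way, does not account for the difference. The days at 29 °C, the level of each transgene, the state of the cells, the yield of each pull-down and the separate runs were not tested. Each differs or may differ together with the factor.

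In the Esg list the FDR was highest for the peaks with the highest scores. Multiplying the FDR by the number of peaks at or above a score gives back the number of peaks of input over ChIP. For the whole list this gave 45 peaks for Esg and 897 for Sc. A candidate explanation was that a few strong peaks of input over ChIP lie among the highest scores, in which case over 50% of them would score in the top 10% of the Esg list. The value was 37.8%, and 4.91% in the Sc list. This does not settle the question, because an FDR that rises with the score already means that these peaks are concentrated at high scores: they numbered 6.16 per 100 Esg peaks in the top 10% of the list and 1.63 per 100 over the whole list. The source of these peaks was not tested. No biological explanation was tested.

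Of the 10 forms of CANNTG, the form with the largest ratio of summits to flanks was CAGGTG for Esg, at 2.31, and CAGCTG for Sc, at 2.40. CAGCTG came after it for Esg, at 1.77, and CAGGTG after it for Sc, at 2.01. The summits are richer in G and C than the flanks, with a GC content of 54.2% against 44.1% for Esg and 56.7% against 44.0% for Sc. The base composition of the summits was tested with the other sequences of 6 bases made of the same letters. For Esg, 0 of 119 had a ratio as high as CAGGTG, and the highest was 2.02. For Sc, 0 of the others had a ratio as high as CAGCTG, and the highest was 2.09. The median of the others was 1.40 for Esg and 1.58 for Sc, so base composition may account for part of the enrichment and not for all of it. A different preference of Esg and Sc among the E box forms remains a hypothesis, since it was found and tested in 1 library of each.

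In the top 10% of the Esg list by score, CAGGTG was at 34.4% of the summits (95% Wilson interval 29.1% to 40.2%), and in the lowest 10% at 15.6% (11.8% to 20.3%). The flanks had it in 8.15% and 9.42% of the windows. CAGCTG or CAGGTG was at 53.8% of the summits in the top 10% of the Sc list and at 32.0% in the lowest 10%. The share of Esg peaks overlapping an Sc peak was 65.0% in the lowest 25% of the Esg list by score and 82.9% in the highest 25%.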
